# Complete deconvolution of cellular mixtures based on linearity of transcriptional signatures

**DOI:** 10.1038/s41467-019-09990-5

**Published:** 2019-05-17

**Authors:** Konstantin Zaitsev, Monika Bambouskova, Amanda Swain, Maxim N. Artyomov

**Keywords:** RNA sequencing, Data processing, Statistical methods

## Abstract

Changes in bulk transcriptional profiles of heterogeneous samples often reflect changes in proportions of individual cell types. Several robust techniques have been developed to dissect the composition of such mixed samples given transcriptional signatures of the pure components or their proportions. These approaches are insufficient, however, in situations when no information about individual mixture components is available. This problem is known as the  complete deconvolution problem, where the composition is revealed without any a priori knowledge about cell types and their proportions. Here, we identify a previously unrecognized property of tissue-specific genes – their mutual linearity – and use it to reveal the structure of the topological space of mixed transcriptional profiles and provide a noise-robust approach to the complete deconvolution problem. Furthermore, our analysis reveals systematic bias of all deconvolution techniques due to differences in cell size or RNA-content, and we demonstrate how to address this bias at the experimental design level.

## Abstract (web summary)

Complete gene expression deconvolution remains a challenging problem. Here, the authors provide a solution based on the recognition that expression levels of cell type specific genes are mutually linear across mixtures and mutually linear gene clusters correspond to cell type-specific signatures.

## Introduction

There are over 200 distinct cell types in the human body^1,2^, and many more subtypes are discovered regularly due to advances in cell sorting, imaging, and single-cell profiling technologies. However, for many complex biological mixtures, exhaustive knowledge of individual cell types and their specific markers is lacking. Yet, such complex tissue samples are routinely collected and profiled during clinical practice and biological research providing a tremendous yet underused biomedical resource.

This complexity has been tackled computationally, resulting in a group of approaches referred to as expression deconvolution methods^3–11^. The general premise of these deconvolution methods assumes that expression signals from each cell type are linearly additive, making the contribution of each cell type proportional to its fraction in the mixture. The existing partial deconvolution methods rely on marker genes, i.e. genes that are known to be expressed in a cell-specific manner^3,4,12^. Current state-of-the-art methods either fit their algorithms to a specific platform and tissue type (e.g. blood/Cibersort^5^, PERT^6^, or tumor/TIMER^13^, DeMix^14^) or use an iterative approach to refine an initial list of marker genes and improve algorithm convergence^12^. At present, deconvolution based on cell-specific markers can be performed quite robustly in the appropriate context. However, in circumstances when little to no information about the underlying cell types is available, current deconvolution methods can be quite unstable^7^.

Here, we propose a strategy to perform complete deconvolution of transcriptional profiles that is robust to technical and biological noise and can reveal the subpopulation structure of complex mixtures without any a priori knowledge about the underlying cell types. To achieve this, we introduce the notion of mutual linearity of tissue-specific genes and reveal a linear subspace (simplex) generated by changes in cell type frequencies within the cohort of samples. We provide a computational approach to unbiasedly select collinear genes and show that filtering out non-collinear genes dramatically improves the performance of deconvolution approaches in realistic noisy data. We illustrate the power of the approach by applying our method to simulated data with and without noise, published benchmark datasets, human and mouse blood profiling in different platforms, as well as TCGA data.

Furthermore, understanding the linear structure of the space revealed a major underappreciated aspect of both partial and complete deconvolution approaches: individual cell types often have varying cell size (per cell RNA content) which leads to a limitation in identifying cellular frequencies in the mixture. Specifically, it implies that any computational deconvolution of transcriptional data can only accurately deconvolve the fraction of RNA contributed by each cell type, which is not identical to the fraction of specific cells in the mixture. We validate this observation by profiling a collection of mixtures of two cell types of drastically different sizes—HEK cells and Jurkat cells. We show that while one can readily identify specific cell types within the mixture, accurate deconvolution of cellular fractions is only possible when taking into account a relative cell size coefficient that can be derived by using ERCC spike-ins.

## Results

### Cell-type-specific genes are defined by *mutual linearity*

Cell-type-specific genes are defined by their exclusive expression in only one component within a mixture. In an ideal scenario, expression of a cell-type-specific gene behaves exactly linearly with the proportions of the corresponding mixture component. For instance, the liver-specific genes Tat and Proc are linear with the liver fraction in the mixtures profiled in GSE19830 (ref. ^15^) (Fig. 1a, b). As a consequence, expression levels of the genes specific to the same mixture component are also mutually linear with each other (i.e. obeying equation **y** = *k*·**x**), as shown for Tat and Proc in Fig. 1b (right panel). Importantly, to establish such mutual linearity, one does not need to know the proportions in the mixed samples—only the gene expression profiles of mixed samples are required to evaluate the mutual linearity of each pair of genes.

**Fig. 1:**
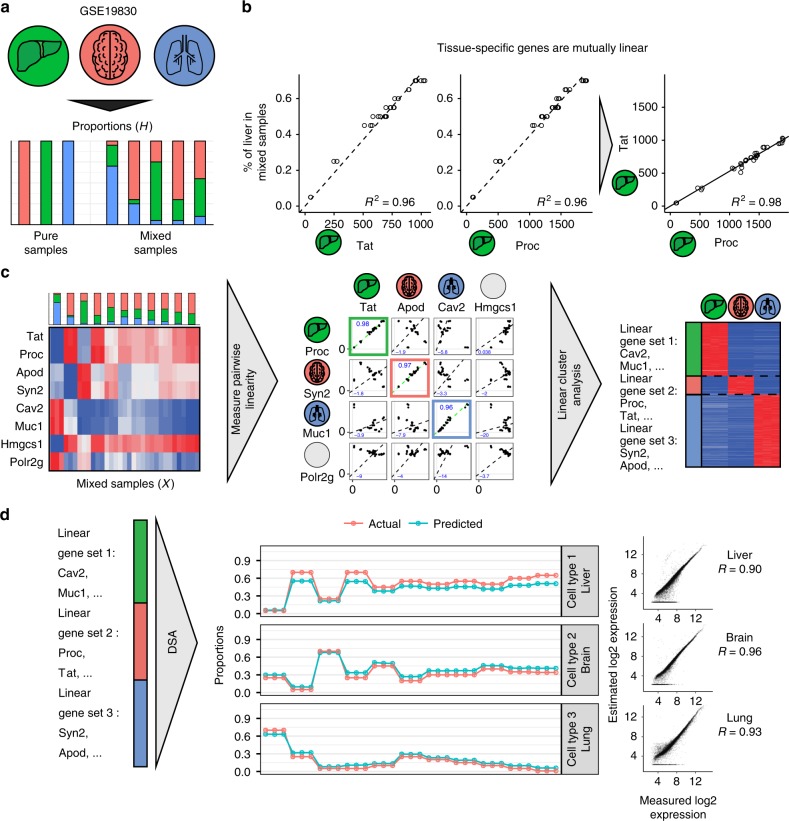
Mutual linearity of cell-type-specific genes enables complete deconvolution. **a** Design of gene expression dataset GSE19830. RNA from three different rat tissues: kidney, brain, and liver were mixed together in known proportions. Gene expression data for pure and mixed samples were measured via microarray profiling. **b** Linear regression without intercept between % of liver and Tat/Proc expression (left), linear regression between Tat and Proc (right). *R*² is coefficient of determination. **c** Approach schematics: given a gene expression matrix of mixed samples as an input we then measured pairwise similarities for each pair of genes and then identified clusters of mutually linear genes. Heatmap on the left shows expression of identified genes in pure tissues from 0 (blue) to gene max (red). **d** Left: Identified gene sets used as DSA algorithm input. Middle: estimated and actual fractions. Right: comparison of estimated and actual gene expression signatures. *R* is Pearson correlation

Mathematically, mutual linearity provides us with a unique measure that can potentially evaluate the cell-type specificity of a gene. Indeed, given an expression profile of all mixed samples, one can directly probe linearity of all pairs of genes, yielding well-defined clusters of genes that are mutually linear to each other (Fig. 1c, left and central panels). Using this approach on known mixtures of lung, liver, and brain tissues (GSE19830) shows that such mutually linear gene clusters directly correspond to tissue-specific gene signatures (Fig. 1c right panel, Supplementary Data 1). The mutually linear gene sets can then be used as input for traditional partial deconvolution techniques that require sets of tissue-specific genes. Figure 1d shows the application of the Digital Signal Algorithm (DSA)^3^ to these gene sets. This approach yields both the proportions and transcriptional profiles of the pure components within each mixture with a very high level of accuracy (Fig. 1d). This illustrates that leveraging the mutual linearity of cell-specific genes reveals the composition of cell mixtures in terms of both its components and their proportions without any a priori knowledge about either. It is important to note that this approach only reveals the cell types that vary within the cohort of the samples and does not discriminate between cellular subtypes that vary in the exact same way across all samples. However, this caveat is intrinsic to all complete deconvolution approaches.

### Row-normalization aligns mutual linearity to identity line

Practically speaking, mutual linearity is assessed as the ability of the expression of two genes to obey a $${\mathbf{y}} = k \cdot {\mathbf{x}}$$ fit, with the proportionality coefficient optimized for each pair of genes **y** and **x**. Naturally, the need to optimize the proportionality coefficient *k* for all possible gene pairs (i.e. $$\sim 10,000 \times 10,000 = 10^8$$ combinations) introduces considerable uncertainty to the process of searching for tissue/cell-specific genes. To eliminate this complication, we introduce a transformation such that all genes specific to one cell type become mutually linear with the coefficient *k* = 1 (Fig. 2a). For instance, consider the genes that are specific to liver tissue in GSE19830—*Tat*, *Proc*, etc. Since they are connected by the mutual linearity relationship $$\left( {{\mathbf{y}} = k \cdot {\mathbf{x}}} \right)$$, the expression values for *Proc* in each sample can be obtained by multiplying expression of *Tat* by an appropriate proportionality coefficient (e.g. by 1.89 in Fig. 2b). Therefore, the sum of all of the expression values in the row (i.e. across all samples) will differ by the same multiplication coefficient (Fig. 2b). Hence, if we normalize each expression value by the sum over the row, these multiplication coefficients will cancel out, yielding a *row-normalized* expression table where all the genes specific to one tissue are described by an identical vector (Fig. 2b). This transformation significantly simplifies the search for tissue specific genes, as it is sufficient to evaluate the accuracy of $${\tilde{\mathbf{y}}} = {\tilde{\mathbf{x}}}$$ fit for all gene pairs.

**Fig. 2:**
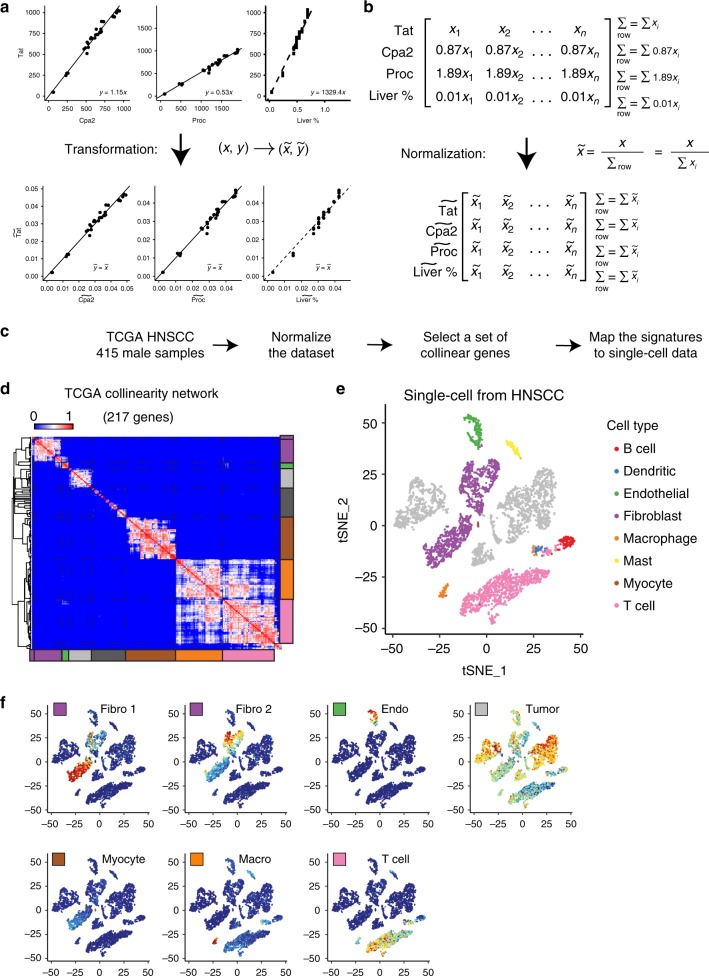
Gene collinearity of bulk HNSCC TCGA data reveals pure cell types consistent with scRNA-seq data. **a** Regression lines and coefficients before and after normalization. Regression line coefficient will change to unity in case of true signature genes. **b** In case of true signature genes normalized vectors will be equal. **c** Workflow for TCGA samples analysis and validation with the scRNA-seq data. **d** Left: TCGA collinearity network after filtration: seven clusters of highly collinear genes and dark-gray cluster that contains small 2–3 genes clusters. **e** Single-cell data for HNSCC reanalyzed (GSE103322). **f** Expression profiles of genes in seven clusters in the scRNAseq dataset, color represents averaged *Z*-score for genes in cluster from blue (min) to red (max)

Of note, if row-normalization is applied to a vector of cell type proportions **p**, it yields the normalized vector $${\tilde{\mathbf{p}}}$$ that is also identical to row-normalized vectors of the genes $${\tilde{\mathbf{x}}}$$ specific to this cell type (Fig. 2b). This correspondence reveals that the same mutual linearity relationship that exists between the expression of tissue-specific genes also extends to the cell type proportions (Fig. 2a, b).

### Mutual linearity reveals cellular populations in HNSCC tumor

We illustrate the power of the proposed approach by dissecting cellular heterogeneity within tumor samples (e.g. TCGA^16^). The work by Puram et al.^17^ dissected head and neck squamous cell carcinoma (HNSCC) tumors at single-cell resolution, explicitly describing transformed and non-transformed cell types within this tumor type, thus providing the ground truth for the cell type composition of HNSCC tumors. We applied our approach on the bulk whole tumor gene expression profiles of 415 samples from the HNSCC TCGA cohort and then used single-cell RNA-seq data to validate the deduced cell types within this tumor environment (Fig. 2c). The TCGA dataset was first trimmed to keep only 10,000 well-expressed genes and then row-normalized. For all pairs of row-normalized genes, we evaluated the extent of their linearity and kept 217 genes that have strong linear relationships (see Methods). Clustering these genes revealed seven major clusters that accumulated mutually linear genes (Fig. 2d). These clusters tentatively corresponded to the individual cell types that make up the tumors. To validate this result, we re-analyzed single-cell RNA-seq data from Puram et al. (GSE103322 (ref. ^17^). As Fig. 2e shows, 5902 cells separate into tumor cells, endothelial cells, fibroblast, myocyte, and immune cells. We then mapped the genes from each of the seven linear clusters obtained from the TCGA data onto the single-cell RNA-seq data. Indeed, as Fig. 2f shows, each of the linear clusters was enriched in an individual subpopulation, revealing myocytes, macrophages, two distinct fibroblast subtypes, endothelial and immune cells (mostly T cells), as well as genes specific to tumor subpopulations (Supplementary Data 2).

### Transformed gene expression space forms simplex

Mutual linearity of cell-type specific genes suggests that the space of the mixed gene expression profiles might have a distinct underlying structure. Thus, we systematically investigated the topological properties of this gene expression space. A complete gene expression table is a collection of *N* vectors, where *N* is the number of profiled samples (e.g. 33 in the case of GSE19830), yielding a matrix **X** (e.g. 12,000 × 33 dimensions, see Fig. 3a, assuming ~12,000 well-expressed genes). Similarly, the composition of a mixed sample is described by a vector of the proportions of pure cell types, and the complete collection of mixed samples is described by ***N*** such vectors, yielding matrix **H** (3 × 33 dimensions in case of GSE19830, see Fig. 3a, right side). The convergence between the row-normalized expression of cell-type-specific genes and cell type proportions (see discussion around Fig. 2a, b) suggests that there might be a common space in which both vectors co-exist. Indeed, the rows of both matrices, **H** and **X**, have the same dimensionality—equal to the number of samples in the dataset, *N*. This means that the vectors that make up the transposed matrices **H**^T^ and **X**^T^ have the same dimensionality, and can be mapped as points within the common *N*-dimensional space. In total, matrix **H**^T^ will contribute as many points as there are pure cell types (3 in the case of GSE19830) and matrix **X**^T^ will contribute as many points as there are genes in the gene expression table (e.g. ~12,000) (Fig. 3b).

**Fig. 3:**
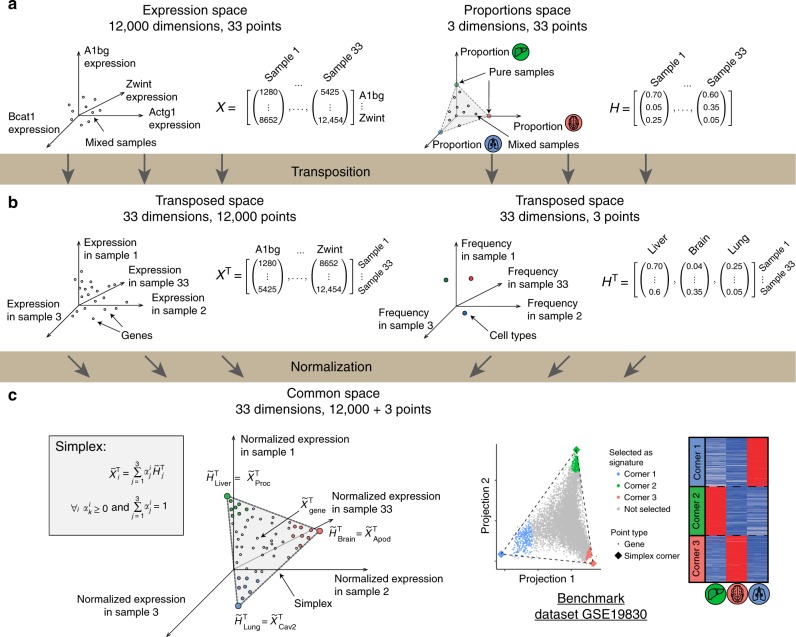
Derivation of the Transcriptional Simplex Lemma. **a** Samples are points in the high-dimensional gene expression space (left) or in the proportion space (right). **b** Transposed space contains genes as points where each gene is described by vector of its expression in 33 mixed samples (left); or pure cell type as points and each cell type is described by its proportions across 33 mixed samples (right). **c** Normalization aligns points from left and right parts of panel **b**: all expressed genes will lie within a simplex, corners of which are normalized cell type proportions (see proof in Supplementary Material). Bottom right: illustration of a simplex structure in GSE19830 dataset. One hundred genes closest to each corner were taken and expression profiles of these genes in pure samples are shown. Expression levels are from 0 (blue) to gene max (red)

The convergence of row-normalized vectors of expression and cell proportion can be readily visualized in this *N*-dimensional space: when matrices **H** and **X** are row-normalized and then transposed (or first transposed and then column-normalized), the points described by vectors $${\tilde{\mathbf{H}}}_{{\mathrm{liver}}}^{\mathrm{T}}$$, $${\tilde{\mathbf{H}}}_{{\mathbf{brain}}}^{\mathbf{T}}$$, and $${\tilde{\mathbf{H}}}_{{\mathbf{lung}}}^{\mathbf{T}}$$ will be identical to the points described by the vectors of tissue-specific genes from the matrix $${\tilde{\mathbf{X}}}^{\mathrm{T}}$$ (e.g. $${\tilde{\mathbf{X}}}_{{\mathrm{proc}}}^{\mathrm{T}}$$; Fig. 3c). This convergence is, in fact, a reflection of the very specific topological structure of the matrix $${\tilde{\mathbf{X}}}^{\mathrm{T}}$$ in the *N*-dimensional space. Specifically, we find that all the points described by vectors in $${\tilde{\mathbf{X}}}^{\mathbf{T}}$$ lie on a $$(K - 1)$$-dimensional simplex in the *N*-dimensional space, with *K* being the number of pure cell types and *N* being the number of samples in the dataset. For the GSE19830 dataset, given the row-normalized and transposed expression table (~12,000 × 33 dimensions), all of the ~12,000 points in the 33-dimensional space should lie within a triangle—a two-dimensional simplex enclosed by three vertices (Fig. 3c). In more accurate terms, one can formulate the following *Transcriptional Simplex Lemma*: the row-normalized gene expression vector for any gene *i* $$\left( {{\tilde{\mathrm{X}}}_{ \ast ,{{i}}}^{\mathrm{T}}} \right)$$ can be represented as a linear combination of the pure cell type row-normalized proportion vectors $$\left( {{\tilde{\mathrm{H}}}_{ \ast ,{{j}}}^{\mathrm{T}}} \right)$$ with non-negative coefficients $$\alpha _j$$ that sum to one (Fig. 3), i.e. they form a *K*−1 dimensional simplex in *N*-dimensional space. The rigorous proof of this statement is provided in the Supplementary Note 1 but, intuitively, each gene can be represented as a linear combination of cell proportions and appropriate normalization collapses all cell-type-specific genes and proportions into single points that become the corners of a simplex.

### Transcriptional simplex reveals signatures and proportions

The Transcriptional Simplex Lemma formulated above provides a direct and systematic approach to dissect the composition of a compendium of mixed samples: given expression table **X** for many mixed samples, one has to (a) row-normalize and transpose it yielding $${\tilde{\mathbf{X}}}^{\mathrm{T}}$$, which can then (b) be analyzed to find the simplex hyperplane and its corners, where (c) the corners of the simplex define cell-type-specific signatures and cell proportions. Indeed, recent developments in the field of spectral unmixing^18,19^ introduced a number of geometrical approaches to find a simplex and its corners in multidimensional space (see simplex in Fig. 3c). We tested three main geometrical methods developed to date: MVSA^20^, SISAL^21^, and VCA^22^. We find that the SISAL algorithm is most robust, even for noisy data, and can identify the true simplex structure even in the absence of highly tissue-specific signature genes (Supplementary Fig. 1).

To illustrate the geometric approach to simplex identification, we have computationally mixed three pure samples to obtain a panel of 40 different mixtures. Expression profiles of the pure cells types were obtained by independently simulating expression of ~12,000 genes in accord with log-normal distribution. As Fig. 4a illustrates, in such idealized mixtures, SISAL readily finds a two-dimensional subspace with genes enclosed into a triangular simplex. Genes selected from the corners of the simplex are selectively expressed pure cell types (Supplementary Fig. 2). The corners of the simplex are also the vectors of row-normalized proportions and thus yield a precise reconstruction of the pure cell type frequencies in the mixtures (Fig. 4a). Importantly, if all cell-type-specific genes are removed from the simulation dataset and the resulting simplex lacks points in its corners (Fig. 4a), the geometric approach to simplex identification still yields an accurate reconstruction of such mixtures, even when they lack explicit signature genes (Fig. 4b). This is particularly important in a biological context, where related cell types may lack robust signatures that uniquely discriminate them (e.g. monocytes and neutrophils, or erythrocytes and megakaryocytes).

**Fig. 4:**
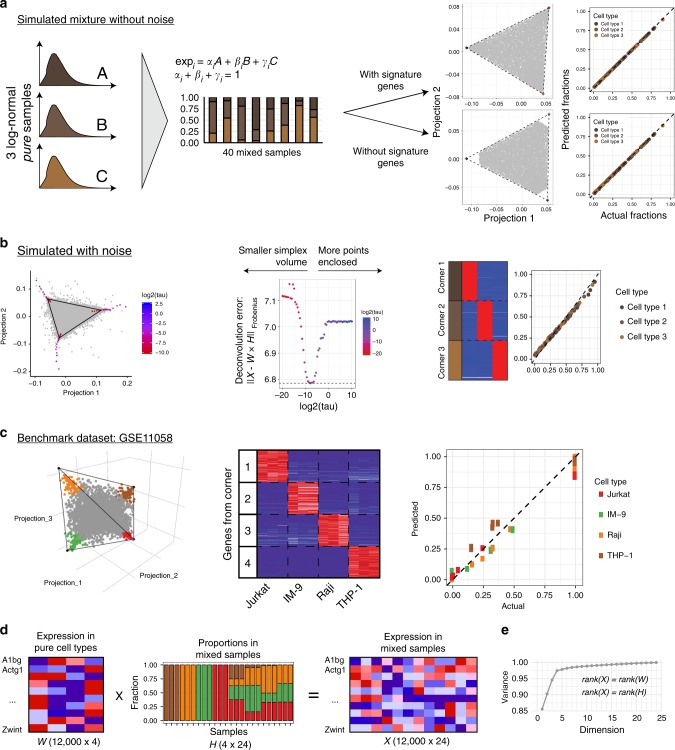
Geometric algorithms for simplex identification accurately solve the complete deconvolution problem in benchmark and simulations datasets. **a** Application of the algorithm to a simulated mixture. Left: dataset design—mixture of three pure samples with log-normally distributed gene expression. Right: Identification of simplex corners with and without signature genes: SISAL robustly identifies corners in both cases. **b** Dependence of deconvolution accuracy on tolerance level (tau) for simulated data with noise (left and middle). Deconvolution results for best tau (right): heatmap of corner genes expression in pure cell types and comparison of actual versus estimated cell fractions. **c** Application of algorithm to benchmark dataset GSE11058: identified simplex has a form of tetrahedron (4-simplex), heatmap shows cell-specific expression of corner genes and dot plot shows concordance between actual and estimated fractions of cell types. **d** Schematic for linear model for dataset GSE11058. **e** Variance explained by each SVD component for benchmark dataset GSE11058. Expression levels in heatmaps in panel **b** and **c** are from 0 (blue) to gene max (red)

### Noise-robust identification of the transcriptional simplex

In this section, we show that geometric simplex based deconvolution provides a natural way to account for noise in the data and parse out the linear signal coming from the mixing process. To that end, we first created simulated mixtures following the same scenario as in the previous section, but this time we added an independent white noise component to the expression of each gene (see Methods). As Fig. 4b shows, noise leads to blurred boundaries of the transcriptional simplex, which introduces uncertainty into the precise position and dimensionality of the simplex. In fact, SISAL provides a noise-dependent procedure for identification of simplex corners that is controlled by the single noise-tolerance parameter *tau*: larger *tau* values lead the algorithm to include as many points as possible inside the simplex, while smaller *tau* values minimize the volume of the simplex, discarding external points as noise (Fig. 4b, Supplementary Fig. 3). Therefore, depending on the choice of *tau* one can end up with a very different simplex. To choose the optimal *tau* value, we can compare the deviation between an experimental expression matrix (**x**) and a reconstructed matrix (**W** **×** **H**) obtained from the deconvolution process. Accuracy of reconstruction will be different for different *tau* (Fig. 4b, middle panel). The optimal value of noise tolerance *tau* can then be readily determined based on the accuracy of reconstruction. As Fig. 4b (right panel) shows, an optimal value of *tau* yields accurate cell-type-specific genes and correspondingly accurate cell-type proportions. Beyond simulated mixtures, application of this proposed approach to the benchmark dataset GSE11058 readily reveals a tetrahedral simplex structure in accord with the fact that this dataset is composed of four distinct cell types. Plotting expression of the corner genes in the pure samples reveals that they are highly cell-type-specific and yield accurate proportions (Fig. 4c).

### Singular value decomposition estimates number of cell types

One important aspect of all deconvolution methods is that they require knowledge of the number of pure cell types that make up the mixture. Fortunately, understanding the linear structure of the transcriptional space provides a direct way to infer the number of linearly independent components that contribute to variation in the dataset. In the idealized scenario, the matrix of the expression data **X** is the product of the matrices of pure cell type signatures **W** and corresponding proportions matrix **H** (Fig. 4d). Both **H** and **W** are matrices of rank *N* (number of pure cell types); accordingly, their product is a matrix of the same rank *N*. Therefore, if we can compute the effective rank of matrix **X** of mixed gene expression data, we can immediately infer the number of pure cell types in the mixture. In practice, there are two limitations: (1) gene expression matrix **X** is a non-square matrix, and traditional eigenvalue-based approaches are not applicable; (2) matrix **X** inevitably contains noise, and therefore the rank of *X* cannot always be defined precisely. These limitations can be circumvented to some extent by using Singular Value Decomposition (SVD) (Methods). For instance, Fig. 4e shows the cumulative variance explained by singular vectors obtained by SVD of the gene expression matrix of mixed samples from Fig. 4c, which immediately reveals that there are four major linearly independent components that define this gene expression matrix.

### Linear filtering improves deconvolution of noisy datasets

Noise that arises in real datasets due to imperfect mixing and/or biological perturbations can often be prohibitively large to readily reveal the linear subspace of gene expression data. Figure 5a, b illustrates this point using simulated mixtures of three components with various levels of noise (see gray dots/graphs). Mathematically, non-zero singular vectors beyond the number of cell types arise because SVD attempts to fit the non-linear variation with linear components which are not relevant for the complete deconvolution procedure. Thus, we next focused on devising an unbiased approach to identify a subset of mutually linear genes for any given dataset (Fig. 5c).

**Fig. 5:**
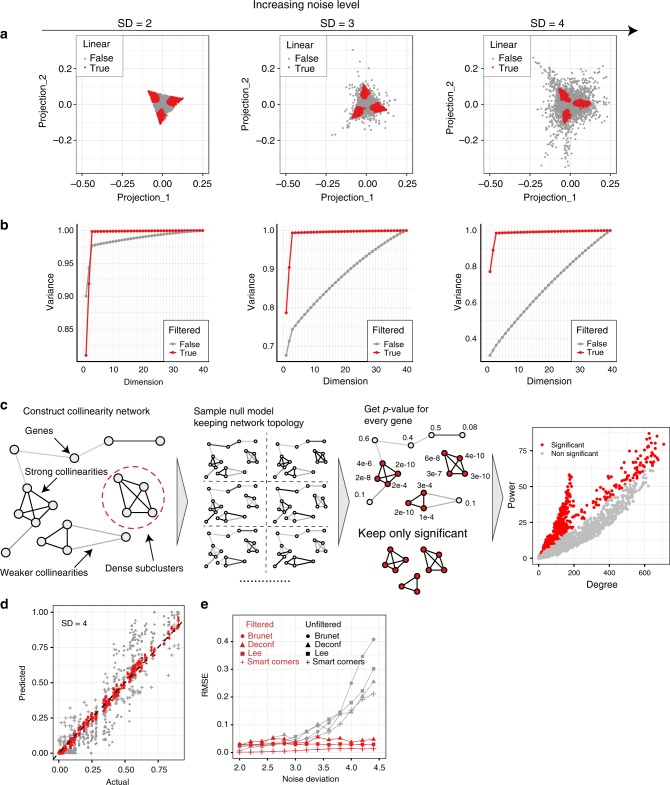
Mutual linearity filtering improves deconvolution methods and allows cell type number identification in noisy cases. For panels **a** and **b** noise level is increasing from left to right. **a** Two-dimensional projection of simulation with noise. Points in red are selected by filtering procedure. **b** Variance explained by each SVD component for both unfiltered (gray) and filtered (red) datasets. **c** Schematic for filtering approach. Collinearity network is built by calculating all the pairwise linearity coefficients and spearman correlations. When the network is built, weights of the edges are randomly shuffled to test each gene to have more total weight than at random. We select only those genes with a significance level < 0.01. On the right is illustration of which genes are selected, where power denotes the sum of the weights of the edges. **d** For very noisy dataset linearity filtering improves performance of all complete deconvolution methods. **e** For different noise levels RMSE of predicted and actual proportions is calculated

We first constructed a mutual linearity network by connecting all pairs of genes with edges weighted by both their mutual linearity coefficient and their spearman correlation (see Methods). Then, we performed null model simulations by maintaining the network topology while permuting the weights of the edges. These simulations yield a *p*-value for each gene, defined as a the probability to observe combined mutual linearity of all edges associated with the gene. The genes above the statistical significance cut-off (0.01; Fig. 5c, right panel) form the set of mutually linear genes. SVD and deconvolution procedures are then applied to this set of genes. Red dots in Fig. 5a illustrate the positions of such genes and show that at all noise levels, the filtering procedure robustly identifies corner-specific genes and filters out irrelevant noisy genes. Red bars in Fig. 5b show that this filtering procedure effectively removes the non-linear components of noise and provides an accurate estimation of the number of cell types, even when the use of a non-filtered dataset results in a completely inconclusive SVD decomposition.

This filtering procedure provides an important pre-processing step that can be highly beneficial for all complete deconvolution approaches, not just the ones that are based on simplex identification. Indeed, when we applied a mutual linearity-based filtering step prior to the *brunet*, *deconf*, and *lee* deconvolution approaches, it significantly improved the ability of the algorithms to reconstruct the data in all cases, even with high levels of noise (Fig. 5d, e). Thus, we conclude that revealing the mutual linearity of tissue/cell-specific genes has a significant impact on deconvolution approaches and advances our ability to perform complete deconvolution on noisy biological datasets.

### Complete deconvolution pipeline

Altogether, the mutual linearity concepts described in the previous sections amount to the following pipeline for complete deconvolution (Fig. 6a). First, gene expression samples are row-normalized. Next occurs filtering the dataset based on the mutual linearity of the genes. Then, SVD-based analysis defines the putative number of cell types that vary in the mixture. At this point, a simplex of known dimensionality is constructed using procedure defined in Fig. 4b, and the corners of the simplex provide information about cell type proportions and cell-type-specific genes within the mixture. Application of this pipeline to benchmark datasets GSE19830 and GSE11058 yields very accurate deconvolutions (Supplementary Figs. 4, 5).

**Fig. 6:**
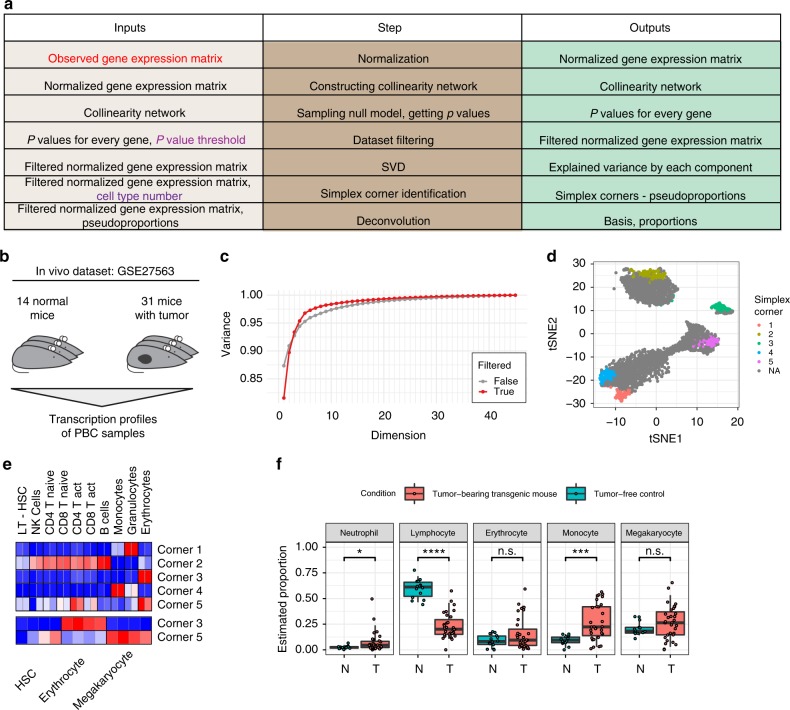
Complete deconvolution pipeline is able to dissect realistic datasets. **a** Pipeline steps required to perform complete deconvolution. **b** Schematic of GSE27563 dataset. **c** First five components of SVD of the filtered dataset explain more that 97% of the variance. Closest 100 genes to each simplex corner for panels **d** and **e**. **d** TSNE dimensionality reduction can be used to highlight the structure of high-dimensional filtered dataset. **e** We used datasets GSE27787 for mouse hematopoietic cells, and GSE49664 for erythrocyte-related population to identify cell types in the mixture. Heatmaps show averaged *z*-score of identified gene sets in population presented in the datasets. Values are from gene set minimum (blue) to gene set maximum (red). **f** Box and dot plot for deconvolution results, showing changes between normal and tumor-bearing mice. For each boxplot bottom whisker, bottom of the box, middle line, top of the box, and top whisker are 5%, 25%, 50% (median), 75%, and 95% quantiles respectively. Group comparisons were determined using a two-sided Mann–Whitney *U* test (n.s. *p* value >0.05, *p value <0.05, ***p value <0.001, ****p value <0.0001)

To further illustrate the complete deconvolution pipeline, we analyzed dataset GSE27563 (ref. ^23^), where mouse blood was profiled from animals with and without tumors (total 45 mice; Fig. 6b). After filtering (Supplementary Fig. 6), the gene expression matrix consists of 2674 significantly mutually linear genes, and can be described as a mixture of five cell types (Fig. 6c). Consistently, when filtered genes are mapped onto a tSNE projection, putative cell-type-specific genes fall in five distinct clusters (Fig. 6d). These signatures were then compared against a dataset of pure murine blood cell types—GSE6506 (ref. ^24^). This analysis revealed lymphocytes, monocytes, and granulocytes as well as two different subtypes with enriched erythrocytic signatures (Fig. 6e). We have further used GSE49664 (ref. ^25^), where murine erythroid cell subpopulations were profiled, and we found that corner two genes corresponded to megakaryocytes, while corner three genes corresponded to classical erythrocytes. Thus, we identified five major blood cell types in murine blood—erythrocytes, megakaryocytes, lymphocytes, monocytes, and granulocytes (neutrophils). Consistent with biological expectations, blood of tumor-bearing animals contained a significantly higher proportion of monocytes and a lower proportion of lymphocytes (Fig. 6f).

Next, we re-analyzed the HNSCC TCGA dataset used in Fig. 2 to illustrate the relevance of mutual linearity to real large-scale datasets. We find that after filtering there remain 680 mutually linear genes, which can be described by the four main cell types. When signatures of these four cell types are mapped onto single-cell RNA-seq data, they identify as cancer cells, immune cells, myoblasts, and fibroblasts (Supplementary Fig. 7e). The frequencies of immune cells obtained from our approach match (Supplementary Fig. 7f) the ones computed by TIMER^13^, the state of the art tool for computational deconvolution of immune infiltration into tumor tissues, which was trained on immune signatures. This confirms the ability of mutual linearity-based complete deconvolution to accurately dissect both cellular composition and cellular frequencies in large-scale datasets and those with significant noise level, while the existing complete deconvolution approaches fail to successfully analyze datasets of this level of complexity in the absence of the mutual linearity filtering step (Supplementary Fig. 8).

Finally, we applied the same pipeline to human blood samples (PBMCs) collected from 13 healthy volunteers at 0, 3, and 7 days post-vaccination (Supplementary Fig. 9). When patients were given the MCV4 vaccine formulation, a considerable spike in plasma cell abundance was observed^26^. We analyzed PBMC gene expression for these patients to evaluate the predictive power of our approach. We found that the collection of 39 samples could be described as a mixture of four cell types and used simplex-based deconvolution of the gene expression matrix to identify cell-type-specific signatures. Comparing the signatures with a differentiation map of hematopoiesis^27^ (DMAP) and dataset GSE45535(ref. ^28^), we identified the deconvolved cell types as monocytes, T cells, erythrocytes, and plasma cells (Supplementary Fig. 9). Consistent with general blood composition, lymphocytes and monocytes were the predominant cell populations among PBMCs and the proportions of the plasma cells systematically increased on day 7 after vaccination, in accord with the FACS measurements reported in Li et al.^26^.

### Systematic error due to difference in cellular RNA content

Next, we benchmarked the mutual linearity-based deconvolution approach against experimental datasets where cellular proportions were directly defined by FACS measurements. We focused on three datasets profiling whole blood: GSE20300, GSE77343, and E-MTAB-6413 (Fig. 7a–c). These datasets contained the data on 24, 142, and 39 donors, and were profiled using two different microarray platforms or RNA-sequencing (HGU133V2, Human Gene ST Array, and RNA-seq respectively). In all cases (see Supplementary Figs. 10–12) linear variance was reasonably well explained by three or four cellular components, which were identified as neutrophils, lymphocytes, monocytes, and erythrocytes based on comparison with the pure cell type compendiums DMAP and GSE45535. The partial deconvolution algorithm CIBERSORT^5^ has been optimized for the HGU133 platform, and for the GSE20300 dataset cellular frequencies obtained by our approach compared very well with CIBERSORT (Supplementary Fig. 10f–h). However, even though cell signatures correctly identified cell types, we observed (Fig. 7a–c) that a fraction of lymphocytes was always systematically overestimated in our deconvolution approach, while a fraction of neutrophils was always underestimated, independent of the platform or clinical context. We hypothesized that this could be due to the difference in cell sizes and associated RNA-per-cell content of these cell types, as it is well known that neutrophils generally carry much lower RNA quantity than lymphocytes. Indeed, simulation of a mixing model with variable RNA per-cell content shows that a difference in cell size or cellular RNA content can lead to such systematic differences when comparing to true cell type proportions (Fig. 7d).

**Fig. 7:**
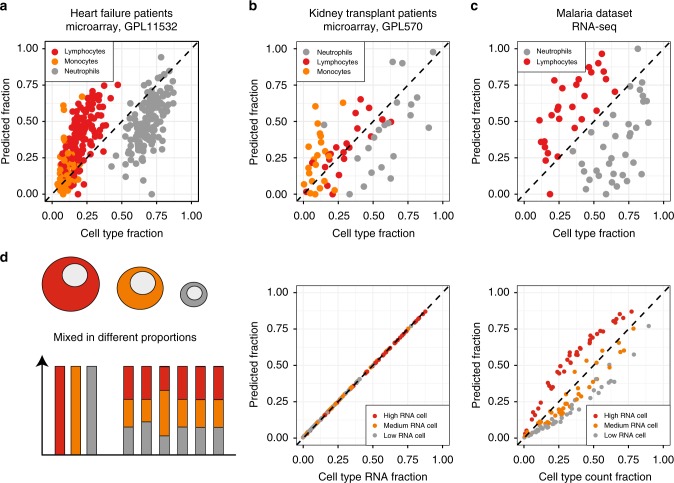
Complete deconvolution pipeline reveals bias when fractions are compared to blood counts. The results of the pipeline for dataset GSE20300 (**a**), GSE77434 (**b**), and E-MTAB-6413 (**c**). **d** Simulation dataset where cell types had different RNA content. In the middle, predicted proportions are compared against fraction of cell types RNA in the sample. On the right, predicted proportions are compares against actual cell type counts

To validate the effect of cell size or RNA content, we prepared mixtures of two cell types of distinctly different sizes and cellular RNA content: HEK and Jurkat cells (Fig. 8a, b), always ensuring that each mixture contained total of one million cells. Consistent with expectations, the total RNA yield from these samples correlated with the fraction of HEK cells (Fig. 8c). We then performed RNA-sequencing of these samples (including ERCC spike-in controls to be able to control for the absolute RNA-concentration), and analyzed the data using our proposed complete deconvolution approach (see Fig. 6a). Indeed, SVD analysis (Fig. 8d) applied after linear filtering (Supplementary Fig. 13) revealed that the mixture was composed of two cell types, and mutually linear genes clustered into two major clusters associated with the genes derived from the corners of the two-dimensional simplex (Fig. 8e). 

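HEK-293T is a human embryonic kidney line that grows attached and epithelial-like, and Jurkat is a human T cell leukemia line that grows in suspension. The sequencing data covered 14 libraries, 2 for each of 7 conditions. These were pure HEK cells, pure Jurkat cells and mixtures with 80%, 60%, 50%, 40% and 20% HEK cells, each of 1000000 cells. mRNA was captured with oligo-dT beads, a fixed volume of diluted ERCC spike-ins was put into the captured mRNA, and the barcoded cDNA of different samples was pooled according to Actb qPCR values. The number of counts in a library is therefore set in part by this pooling. ERCC spike-ins are synthetic RNAs counted beside the genes. The deposited records call the libraries of a condition technical replicates, so that the spread given here is between technical replicates. The authors aligned the reads with STAR to GRCh38 together with the ERCC sequences and deposited RSEM expected counts, not normalized, and TPM for 58440 genes and 92 spike-ins in each library. The counting is not stated to use the strand, and reads that fit several genes were divided by RSEM.

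The counts on genes were 9452243 and 15158082 in the pure HEK libraries and 4468822 and 6204316 in the pure Jurkat libraries. They were 15167187 and 14672205 at 80% HEK, 11644263 and 12937476 at 60%, and 28303668 and 16404261 at 50%. At 40% HEK they were 12946443 and 9675274, and at 20% they were 18848017 and 14063722. A limit of 3 counts corresponded to between 0.106 CPM in the deepest library and 0.671 CPM in the shallowest. Such limits cover counting error only, since PCR copies were not marked. Spike-ins took from 0.674% to 7.65% of all counts. The 2 libraries of every condition differed by more than the sampling noise, with a chi-square per degree of freedom from 20.7 at 60% HEK to 147 at 50% HEK, so all 14 were kept as separate libraries. The names of the deposited files split the libraries into a group of 8 and a group of 6, and the paper's text does not name the meaning of these groups. Both pure HEK libraries were in the group of 6 and both pure Jurkat libraries in the group of 8, so the line and the group cannot be told apart in the pure libraries. The mixed libraries bear on this through the second singular vector of the unfiltered matrix described below. Within the group of 8, its loading ran from -0.143 at 60% HEK to 0.617 and 0.622 in pure Jurkat. The groups of 6 and 8 lay at -0.168 and -0.143 at 60% HEK, and at -0.178 and -0.0572 at 50%. For this vector, which separates the pure lines, these values argue against the group as the main cause. Single genes stay open.

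From the expected counts, CPM were computed over genes without spike-ins. For deconvolution, 82 genes of ribosomal proteins were removed, and the 12000 genes with the highest mean log2(CPM + 1) were kept. Expected counts were rounded to whole numbers for tests on counts.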

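Of the 12000 genes, 2827 (23.6%) had more weight in the mutual linearity network than shuffled weights gave, at the paper's significance level of 0.01. When the weights were shuffled 100 times in place of the normal form of the shuffling, 2813 genes were selected, of which 2807 were the same genes. Leaving out each of the 14 libraries in turn gave from 2611 to 2954 genes. Scaling by spike-in totals in place of library totals moved this number most, to 7531 genes. In the filtered matrix, the first singular vector explained 80.0% of the variance and the first 2 together 97.9% (jackknife standard error 0.907 over 14 libraries). The third singular vector added 0.750%. Without the filter, the first vector explained 85.3% and the first 2 together 93.3% (jackknife standard error 0.595). The third then added 1.76%. With each library left out, 2 vectors explained from 97.7% to 98.5% of the variance after the filter and from 93.2% to 93.7% before it. The difference between the filtered and unfiltered matrices was larger than either standard error.

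The mutually linear genes were divided by k-means on their row-normalized expression. The mean silhouette width was 0.785 for 2 clusters, 0.721 for 3 clusters and 0.316 for 4 clusters. The larger of the 2 clusters held 2325 genes, and all of them had a higher mean CPM in the pure HEK libraries. Of these, 1390 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test between the pure lines. The smaller cluster held 502 genes, and all 502 were higher in the pure Jurkat libraries and passed the same test. The pure libraries entered the clustering too, so these directions and tests are not independent of the clusters.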

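The 100 genes closest to each corner of the simplex were compared between the 2 pure HEK and the 2 pure Jurkat libraries. All 100 genes of one corner had a higher mean CPM in pure HEK cells, and all 100 of the other corner in pure Jurkat cells. All 200 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At the HEK corner, 74 genes had 3 or fewer counts in both pure Jurkat libraries, and with these genes taken at their lower bound the median log2 difference was 4.49. At the Jurkat corner, 30 genes had 3 or fewer counts in both pure HEK libraries, and the median with bounds was 7.09. In preranked enrichment with fgsea on the edgeR statistic, the HEK corner had a normalized enrichment score of 3.47 (adjusted p = 3.12e-60) and the Jurkat corner of -3.76 (adjusted p = 4.27e-78). These p-values come from permuted genes and do not count the libraries as replicates. The fry rotation test, which uses the libraries, gave p-values of 0.0012 for the HEK corner and 0.000285 for the Jurkat corner. Because the pure libraries also entered the choice of corner genes, the corners were found again from the 10 mixed libraries alone. Of these new corner genes, 41 at the HEK corner and 44 at the Jurkat corner were the same genes. All 200 were still higher in their own line, and 94 at the HEK corner and 99 at the Jurkat corner passed the threshold.

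Among the genes closest to the HEK corner was MGST2 (ENSG00000085871.8), on chromosome 4 of GRCh38 from 139665768 to 139740745 in the annotation. It had 12.5 ± 0.375 CPM (SD, n = 2) in pure HEK libraries and 1 count in each pure Jurkat library, so that it was at least 18.7-fold higher in HEK cells. NKX2-5, also among them, was at least 25.7-fold higher in HEK cells. MGST2 overlaps other annotated genes, with which reads could have been divided. The gene closest to the Jurkat corner was BCL11B (ENSG00000127152.17), on chromosome 14 from 99169287 to 99272197, which also overlaps another annotated gene. It had 558 ± 28.9 CPM (SD, n = 2) in pure Jurkat and 11.7 ± 0.258 CPM (SD, n = 2) in pure HEK libraries. Its log2 fold change of HEK to Jurkat was -5.80 (standard error 0.24, adjusted p = 0.00064 from edgeR's quasi-likelihood test). TESPA1 was at least 399-fold higher in Jurkat cells, and SLFN5 had a log2 fold change of -5.00 (standard error 0.40).

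**Figure D1:**
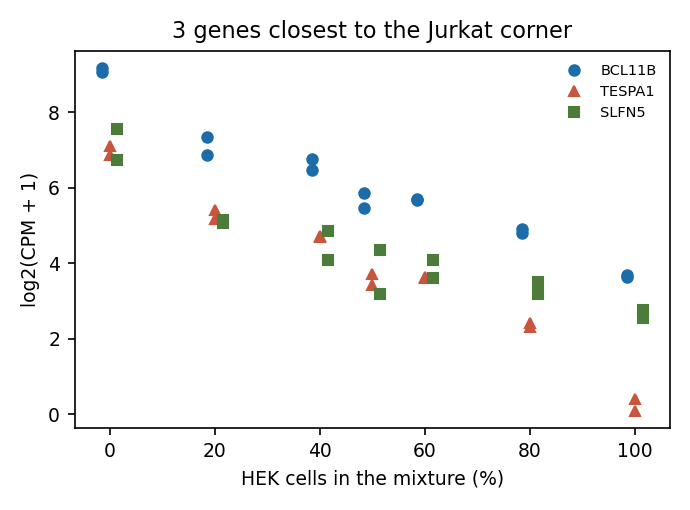
Expression of the 3 genes closest to the Jurkat corner of the simplex against the percentage of HEK cells, as log2(CPM + 1) with 1 point per library and 2 libraries per condition, points of different genes shifted sideways. BCL11B keeps 11.7 CPM in pure HEK libraries, where TESPA1 has 3 or fewer counts.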

The inspection of these corner genes revealed that they were distinctly cell type specific (Fig. 8f). However, reconstructed cell proportions did not match the actual cellular frequencies used in the experimental design (Fig. 8g). This was consistent with the idea that cell size difference will introduce a systematic error. Such an error can be compensated provided that the relative RNA per cell content is known for the cells in the mixture. In this case, the information can be derived by normalizing the data to spike-in ERCC controls, and by comparing library depth in pure HEK and pure Jurkat cells (Fig. 8h). This comparison shows that mRNA content in HEK cells is approximately six times higher than in Jurkat cells. 

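The 2-corner simplex on the 2827 mutually linear genes gave a root mean square error (RMSE) of 0.319 between reconstructed and mixed fractions over both lines and 14 libraries. The jackknife standard error of this RMSE was 0.0458. At 80% HEK cells, the reconstructed HEK fractions were 0.757 and 0.906. They were 1.06 and 0.979 at 60%, 0.649 and 1.21 at 50%, 0.595 and 0.923 at 40%, and 0.592 and 0.621 at 20% HEK cells. The reconstructed Jurkat fractions were 0.0352 and 0.0265 at 20% Jurkat cells, 0.0677 and 0.0765 at 40%, 0.125 and 0.103 at 50%, 0.176 and 0.166 at 60%, and 0.370 and 0.371 at 80%. The sum of both fractions in a library was fitted to 1 over all libraries and ranged from 0.770 to 1.31. The pooled SD between the 2 libraries of a condition, over the mixtures and both pure lines, was 0.180 for the HEK fraction. The RMSE moved by less than its standard error under every alternative that gave a value. It moved most when the second pure Jurkat library was left out, to 0.342.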

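The reconstructed HEK fraction was above the mixed fraction in 9 of the 10 mixed libraries, by 0.329 ± 0.224 on average (SD, n = 10). An exact two-sided sign-flip permutation test gave p = 0.0039, or 0.0052 after Benjamini-Hochberg adjustment over 8 such tests. The exception was 1 of the 80% HEK libraries, at -0.0431, where both fractions summed to 0.792. With the fractions of each library scaled to sum to 1, its HEK share was 95.6%, and the HEK share was above the mixed percentage in 10 of 10 mixed libraries. The Jurkat fraction was below the mixed fraction in 10 of 10 libraries, with a mean error of -0.348 ± 0.102 (SD, n = 10, exact sign-flip permutation p = 0.002, adjusted p = 0.0031). This is the smallest p that 10 libraries allow. Taking the mean of the 2 libraries first, the exact two-sided sign-flip p over 5 mixtures was 0.0625 for each line, which is the smallest that 5 mixtures allow. Within the 2 groups of file names, the mean HEK error was 0.343 over 6 libraries and 0.307 over 4 libraries.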

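The counts on genes were divided by the counts on ERCC spike-ins in each library. In pure HEK libraries this ratio was 147 and 97.3 gene counts per ERCC count, and in pure Jurkat libraries it was 12.1 and 12.3. In the mixtures it was 46.6 and 123 at 80% HEK cells, 29.9 and 56.1 at 60%, 44.6 and 25.5 at 50%, 44.8 and 34.3 at 40%, and 17.4 and 28.0 at 20%. Counting error was small beside these differences, since the spike-in share of the first pure HEK library had a 95% Wilson confidence interval from 0.668% to 0.679%. Over the 14 libraries the ratio rose with the percentage of HEK cells, with Pearson r = 0.829 (permutation p = 9.0e-05) and Spearman rho = 0.886 (permutation p = 0.00012). After Benjamini-Hochberg adjustment over the 5 relations computed, the p of the Pearson correlation was 0.00022. The 4 pure libraries are equally far from the median percentage. Without all 4, r was 0.671 over the 10 mixed libraries (permutation p = 0.0145, adjusted p = 0.0182), with rho = 0.714 (permutation p = 0.0274). These permutations take the 2 technical replicates of a condition as independent, and no correlation over condition means was computed. The mean ratio was 22.7 at 20%, 39.5 at 40%, 35.0 at 50%, 43.0 at 60% and 84.9 at 80% HEK cells. Within the group of 8 libraries by file name, r was 0.964 (exact permutation p = 0.0004) and rho was 0.946 (exact permutation p = 0.0012, not adjusted). Within the group of 6, r was 0.820 (exact permutation p = 0.0667), which did not pass 0.05, while rho was 0.853 (exact permutation p = 0.0444, not adjusted). Leaving out each library in turn gave r from 0.799 to 0.869.

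**Figure D2:**
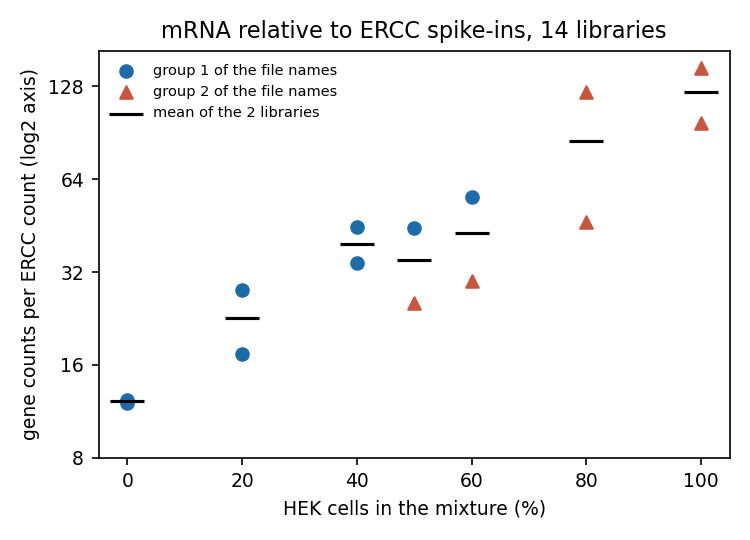
Gene counts per ERCC count (log2 axis) against the percentage of HEK cells, with 1 point per library, the symbol showing the 2 groups of file names and the bar the mean of the 2 libraries of a condition. The pure Jurkat libraries lie at 12.1 and 12.3, and the pure HEK libraries at 97.3 and 147.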

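The mean ratio of gene counts to ERCC counts was 122 ± 35.4 (SD, n = 2) in pure HEK libraries and 12.2 ± 0.174 (SD, n = 2) in pure Jurkat libraries. The coefficient from these means was 10.0 ± 2.91 (SD propagated from the 2 libraries of each line). Both HEK libraries were above both Jurkat libraries. An exact two-sided permutation test gave p = 0.33, the smallest that 2 against 2 libraries allow. Over the 59 spike-ins with counts in all 4 pure libraries, the median coefficient per spike-in was 9.82, with quartiles of 7.93 and 12.2. The most abundant spike-in took 21.3% of spike-in counts, and without it the coefficient was 9.49. The pure HEK libraries moved the coefficient most. It was 7.98 without the first and 12.1 without the second, against 9.93 and 10.1 without either Jurkat library.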

Introducing this coefficient into the deconvolution data (see Methods) leads to an excellent agreement between the predicted cell proportions and the actual cell counts (Fig. 8i). 

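The correction of the methods (Eq. 18) was applied to the reconstructed fractions with the coefficient of 10.0 measured from the pure libraries. The RMSE over 14 libraries fell to 0.0728, with a jackknife standard error of 0.0316. The pure libraries of both lines had corrected HEK fractions of exactly 1 or 0 and added no error to it. These exact values arise because corner values below 0 were set to 0. Over the 10 mixed libraries, the mean absolute error of the HEK fraction was 0.0704. The corrected HEK fractions were 0.682 and 0.773 at 80% HEK cells, 0.609 and 0.561 at 60%, 0.340 and 0.540 at 50%, 0.252 and 0.356 at 40%, and 0.137 and 0.143 at 20%. The mean error of the HEK fraction over the 10 mixed libraries was -0.0606 ± 0.0646 (SD, n = 10). It was below the mixed fraction in 8 of 10 libraries (exact two-sided sign-flip permutation p = 0.0176, adjusted p = 0.0176 over 8 tests). All 10 libraries share the coefficient, and the test leaves its error out. Single mixed libraries needed a coefficient from 5.08 to 11.8, with a median of 7.51. A smaller coefficient than a library needs puts it above the mixed fraction, so the direction depends on the coefficient. Over the 5 mixtures the exact two-sided p was 0.0625, the smallest possible. Within the 2 groups of file names, the mean error was -0.0850 over 6 libraries and -0.0240 over 4 libraries. These groups also differ in their mixed percentages. The pooled SD between the 2 libraries of a condition, over the mixtures and both pure lines, was 0.0662. The pure lines added no spread, so this SD understates the spread within mixtures. It is the spread of single libraries and not that of a mean over 10, so it does not measure the mean error. The paper states a coefficient of approximately 6, and with 6 the RMSE was 0.0658. The alternative that moved the RMSE most was the use of the 10 mixed libraries only, which gave 0.143. That value is taken over these 10 libraries, without the pure libraries that added no error, so it is not like for like with 0.0728. The paper reasons that an error from cell size can be compensated when the relative RNA content per cell is known, and states that the corrected proportions match the cell counts.

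**Figure D3:**
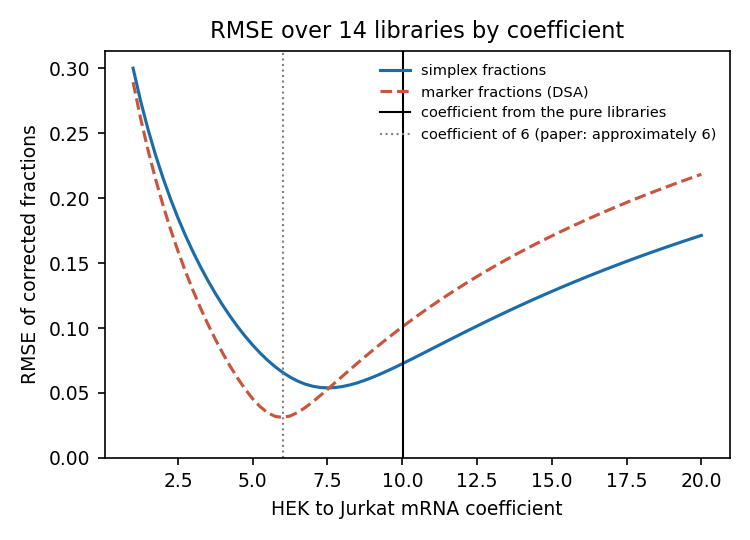
RMSE of the corrected HEK and Jurkat fractions over 14 libraries against the HEK to Jurkat mRNA coefficient from 1 to 20, for the simplex fractions (solid line) and the DSA marker fractions (dashed line). Vertical lines mark the coefficient of the pure libraries (10.0) and a coefficient of 6 (approximately 6 in the paper), where the simplex fractions have an RMSE of 0.0728 and 0.0658.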

Our approach has significantly outperformed NMF-based approaches on this real dataset (Supplementary Fig. 13a), and filtering of the mutually linear genes in accord with mutual linearity improved the performance of NMF methods, consistent with the simulation results (Supplementary Fig. 13b). 

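Non-negative matrix factorization (NMF) splits the expression matrix into non-negative signatures and proportions. The Brunet, Lee and deconf-like algorithms were written anew for 2 components and run on the same CPM values. On the 12000 unfiltered genes, the mean corrected RMSE over 10 seeds was 0.115 for Brunet, 0.254 for Lee and 0.237 for deconf, all above the value of the corrected simplex fractions. On the 2827 mutually linear genes it fell to 0.0702 for Brunet, 0.0899 for Lee and 0.104 for deconf. The filtered Brunet value lay below the simplex value by far less than the jackknife standard error of the latter. A factorization with 2 components is not unique, and its value depends on how components are scaled. In simulated mixtures with known fractions, the same code gave a corrected RMSE of 0.107 for Brunet, 0.115 for Lee and 0.0791 for deconf after the filter. Without the filter it gave 0.014 for Brunet, 0.143 for Lee and 0.138 for deconf, so that in simulation the filter raised the RMSE of Brunet. TPM in place of CPM moved the unfiltered Brunet value most, apart from omitting the correction, to 0.231.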

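DSA, a partial deconvolution method that takes marker genes as given, was run with the 100 genes of smallest edgeR p in each direction between the pure lines. Its RMSE over 14 libraries was 0.288 before correction, with a jackknife standard error of 0.0437. The HEK fraction was above the mixed fraction in 10 of 10 mixed libraries, by 0.322 ± 0.113 (SD, n = 10, exact two-sided sign-flip permutation p = 0.002, adjusted p = 0.0031 over 8 tests). Its mean error was 0.384 in the 6 mixed libraries of one group of file names and 0.228 in the 4 of the other. After correction with the spike-in coefficient, the RMSE was 0.101, with a jackknife standard error of 0.0743. The pure HEK libraries added errors of -0.100 and -0.0934 to it, whereas in the simplex fit they added none. Over the 10 mixed libraries, the mean absolute error of the HEK fraction was 0.107. The corrected HEK fraction was below the mixed fraction in 10 of 10 libraries, by a mean error of -0.107 ± 0.0353 (SD, n = 10, exact sign-flip permutation p = 0.002, adjusted p = 0.0031). Over the 5 mixtures, the exact two-sided p was 0.0625 both before and after correction. Within the groups of file names, the corrected mean error was -0.0925 over 6 libraries and -0.128 over 4 libraries. The pooled SD between the 2 libraries of a condition, over the mixtures and both pure lines, was 0.0215. It leaves out the error of the coefficient of 10.0 ± 2.91, which all 10 libraries share. With the marker fractions, single mixed libraries needed a coefficient from 5.03 to 7.35, all below 10.0. The shared coefficient of 10.0 therefore gives them a common sign. The needed coefficient also depends on the markers. These were not fully specific, since the Jurkat fraction before correction was 0.0111 and 0.0105 in the pure HEK libraries. The markers and the coefficient cannot be told apart as causes of the error. Apart from counts divided by spike-in totals, which already carry the RNA content that the correction takes out, the alternative that moved the corrected RMSE most was leaving out the first pure HEK library, which gave 0.0286. Without the second pure HEK library it was 0.126, and with markers ranked by log2 fold change it was 0.0522. The values without a pure library used a new coefficient and also markers chosen anew. With a coefficient of 6, the RMSE was 0.0311.

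**Figure D4:**
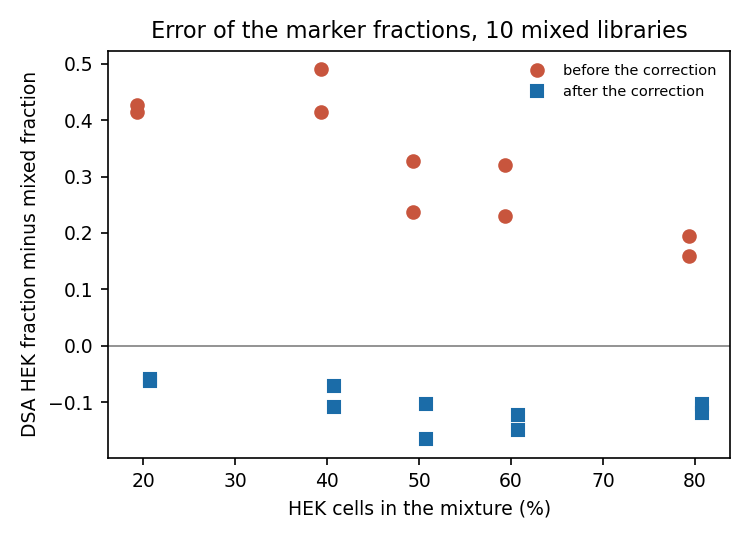
DSA HEK fraction minus the mixed HEK fraction against the percentage of HEK cells in the 10 mixed libraries, 1 point per library, before (circles) and after (squares) correction with the coefficient from the pure libraries. Before correction all 10 libraries lie above 0, and after it all 10 lie below 0.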

Importantly, the bias was evident also when using partial deconvolution approaches (Fig. 8j) with known cell type markers (Fig. 8k), which can be corrected by using the spike-in derived coefficient (Fig. 8l).

**Fig. 8:**
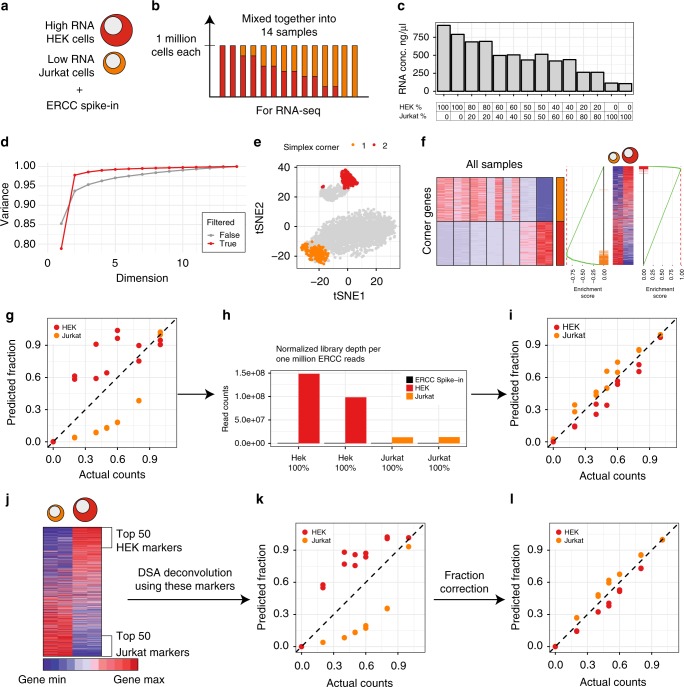
Systematic error is caused by difference in cell size/cellular RNA content. Experiment schematic: **a** cell types that were chosen for the experiment, **b** proportions of the cell type for the experiment. **c** RNA content for each sequenced sample. **d** Explained variance by SVD for filtered and unfiltered datasets. Closest 100 genes to each simplex corner were selected to identify cell types. **e** TSNE plot for the filtered dataset: two clusters can be visually identified. Colored genes are those from the corners. **f** Gene expression profiles of selected genes in mixed samples and GSEA comparing these genes to differential expression between pure samples of HEK and Jurkat cells. **g** Proportions predicted by the pipeline. **h** Bar plot showing relative RNA content to ERCC-spike-in. **i** Corrected proportions of the pipeline. **j** Usual pipeline for complete deconvolution: we detect the markers using differential expression and use these markers as input of DSA algorithm. **k** Proportions predicted by DSA using differential expression markers. **l** Corrected proportions of **k**

## Discussion

In summary, we describe a noise-robust approach to solving the complete deconvolution problem that reveals the composition of mixed samples based on their bulk gene expression profiles and without any a priori knowledge about the pure components. Provided that the input dataset is large enough to faithfully capture the linear component of the variability across multiple samples, our approach works robustly with and without noise and performs well on both benchmark and complex tissue datasets. Natural restrictions to this approach include very small cohort samples, or noise so large that it masks the linear component of the variability. This can happen, for instance, if a particular cell type has a very low abundance (compared to the level of technical noise). Likewise, for subpopulations that are transcriptionally very close to each other, variability in the proportions of these subpopulations must be larger than the degree of their transcriptional similarity. Finally, in the case when two different cell types co-vary with each other across all samples, our approach will not be able to discriminate individual cell types, but rather will view them as one supertype.

Overall, the presence of the topological structures that we reveal has been alluded to previously by Uri Alon’s group^29^, where they show that, broadly speaking, biological tasks can be considered as polytopes in a multidimensional space. The presence of the simplex topology in mixed gene expression was also noted by Wang et al.^9^ based on an analogy with hyperspectral image decomposition. In this context, our work provides an explicit description of this type of transformation and its underlying biological meaning (mutual linearity of tissue-specific genes) coupled with a geometric approach for simplex identification that allows robust identification of tissue-specific genes or their proxies.

One advantage of geometrical methods for simplex identification is that both tissue-specific genes and genes shared across samples significantly contribute to simplex identification, as they allow to establish the hyperplane where the simplex is located and then find simplex boundaries. A potentially more important advantage of geometrical methods is that they are able to identify a proper simplex even in situations when mixed cell types do not have explicit signature-genes. This strategy, while conceptually simple, is dramatically different from the one used by Wang et al.^9^, who did not search for vertices of the simplex but rather considered all clusters of the co-expressed genes by using an affinity propagation algorithm and then tested all possible combinations of these clusters to find the optimal combination that reconstructs a dataset with the smallest error margin (Supplementary Fig. 14).

As we point out in Fig. 5, the simplex-based deconvolution and published NMF-based complete deconvolution approaches provide equally accurate solutions for both benchmark datasets and idealized simulation datasets but behave differently in the situation of realistic levels of noise. Ability to filter out genes that are non-cell-specific allows one to efficiently work with datasets of arbitrary scale and realistic levels of noise, as we highlight using the example of the TCGA datasets (see Supplementary Fig. 8). The ability to dissect large biological datasets is particularly important as many marker-based deconvolution approaches are optimized to perform with specific profiling platforms (e.g. CIBERSORT^5^), or in particular biological settings, such as tumor-infiltrating immune cells (e.g., TIMER^13^).

## Methods

### Downloaded microarray datasets

Normalized microarray data were downloaded from the Gene Expression Omnibus (GSE11058—controlled mixtures of human immune cell lines, GSE19830—controlled mixtures of rat brain, liver and lung, GSE19380—controlled mixtures of brain cell subsets, GSE27563—expression data from murine PBCs from mice with advanced mammary tumors and their tumor-free counterparts, GSE52245—time course of young adults vaccinated with meningococcal mcv4 and mpsv4, GSE20300—whole blood gene expression analysis of stable and acute rejection pediatric kidney transplant patients), GSE77343—whole blood gene expression in chronic heart failures.

Cell-specific transcriptional profiles that were used for enrichment were obtained from GSE27787 for mouse hematopoietic cells, GSE49664 for primary megakaryocytes and erythroblasts from murine fetal liver hematopoietic stem/progenitor cells, GSE45535 for human blood subsets including plasma cells, and DMAP for normal human blood subsets (especially for erythrocyte contamination).

### Microarray datasets pre-processing

As microarray data contain a lot of noise, some preprocessing steps were applied before deconvolution analysis. We use the following steps to extract the signal and avoid unwanted noise:

Collapse probes by gene symbol: remove probes mapping to several genes, if several probes associated to the same gene, use a probe with a maximum average expression as representative.

Use log-transformed values to calculate an average expression for each gene.

Choose top 12000 highest expressed (on average) genes.

Remove artificial sources of linearity: genes from sex chromosomes (if samples are not sex-matched) and ribosomal component genes (RPL/RPS).

Remove sample outliers if necessary.

Perform quantile normalization if the dataset was not normalized.

For all downstream computations, we use linear-transformed (non-log) expression values.

### TCGA data preprocessing

The gene per sample expression matrix of HNSCC from TCGA was downloaded from https://software.broadinstitute.org/morpheus/. Only non-protein coding genes and RPL/RPS genes were removed from the dataset (15,807 gene symbols left). The dataset was then linear-transformed, and samples were normalized to have the same sum of expression levels. Only the top 10,000 highly expressed genes by average expression were kept for the analysis. Only male samples were kept for the analysis.

### Cell cultures

HEK-293T were obtained from ATCC (ATCC CRL-321666) and cultured in DMEM supplemented with 10% fetal bovine serum (FBS), 2 mM l-glutamine, and 100 U ml^−1^ penicillin–streptomycin. Jurkat cells were provided by laboratory of Prof. Robert D. Schreiber and cultured in RPMI supplemented with 10% FBS, 2mM l-glutamine, and 100 U ml^−1^ penicillin–streptomycin. Both cell lines were passaged regularly twice per week. For experiment cells were harvested 2 days after last passage, pelleted, and resuspended in PBS containing 0.2% bovine serum albumin at concentration 10^6^ ml^−1^. Mixtures of given proportions were then prepared by mixing HEK-293T and Jurkat cell suspensions into final volume of 1 ml. Cell mixtures were then pelleted and further processed.

### RNA sequencing

mRNA was extracted from cell lysates by means of oligo-dT beads (Invitrogen). For cDNA synthesis, we used custom oligo-dT primer with a barcoded adaptor-linker sequence (CCTACACGACGCTCTTCCGATCT-XXXXXXXX-T15). After first-strand synthesis, samples were pooled together based on Actb qPCR values and RNA–DNA hybrid was degraded with consecutive acid–alkali treatment. Then, a second sequencing linker (AGATCGGAAGAGCACACGTCTG) was ligated with T4 ligase (NEB) followed by SPRI clean-up. The mixture then was PCR enriched 12 cycles and SPRI purified to yield final strand-specific RNA-seq libraries. Data were sequenced on HiSeq 2500 by 40bpX11bp pair-end sequencing. Second mate was used for sample demultiplexing.

### RNA-seq data acquisition and processing

Demultiplexed single-end fastq files were aligned to the mixture reference GRCh38 and ERCC spike-in sequences by top-level assembly with STAR (version 2.6.1b). Gene counts were produced RSEM (version v1.3.1).

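The count test covered 15794 genes that passed a filter on low counts in the 2 pure HEK and 2 pure Jurkat libraries. With edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, 3825 genes were higher in HEK and 3002 higher in Jurkat cells at an adjusted p under 0.05. DESeq2 with its own size factors called 3113 and 2622 genes, of which 3019 and 2359 were the same genes. The values of the 2 lines did not overlap in 74.8% of the genes tested, against 33.3% by chance for 2 against 2 libraries. These counts compare shares of the mRNA of each line. Scaling by spike-in totals raised the median log2 fold change of all genes by 3.54. It gave 14616 genes higher in HEK and 509 higher in Jurkat cells, so that 96.6% of calls were higher in HEK against 56.0% with TMM.

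The identity of the libraries was examined with 20 genes listed in advance. All 10 genes of the T cell line (CD3D, CD3E, CD3G, CD2, CD7, LCK, ZAP70, LAT, PTPRC and TRAC) were higher in the Jurkat libraries and passed the threshold. With 4 of these genes taken at their lower bound, the median log2 fold change of HEK to Jurkat was -7.67. Of the 10 genes listed for the epithelial-like line, KRT8, KRT18, PAX2, CDH2, YAP1, WWTR1, CAV1 and CCN1 were higher in HEK and passed the threshold. With 5 of these 8 at their bound, the median was 3.66. KRT19 had 0 counts in all 4 pure libraries, which allows up to 0.671 CPM in the shallowest. CCN2, with 5 and 18 counts in HEK and 1 and 0 in Jurkat libraries, did not pass the filter. In total, 18 genes passed both when adjusted over all genes tested and when adjusted over the list alone. PTPRC (ENSG00000081237.19, chromosome 1 of GRCh38 from 198638457 to 198757476) had 1517 ± 217 CPM (SD, n = 2) in Jurkat and 0.522 ± 0.459 CPM (SD, n = 2) in HEK libraries. Its log2 fold change was -11.84 (standard error 0.65, adjusted p = 0.00064 from edgeR's quasi-likelihood test). CDH2 (ENSG00000170558.8, chromosome 18 from 27932879 to 28177946) had the smallest log2 fold change among KRT8, WWTR1 and CDH2, the genes above 3 counts in the Jurkat libraries, with 108 ± 9.85 CPM (SD, n = 2) in HEK and 22.3 ± 8.55 CPM (SD, n = 2) in Jurkat libraries. PAX2 and CCN1, with 0 counts in both Jurkat libraries, were at least 2.92-fold and at least 4.07-fold higher in HEK cells. KRT8 and KRT18 overlap in the annotation, so their counts could have been divided between them.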

We used Deseq2 R/Bioconductor package to obtain differential expression between pure samples of HEK and Jurkat cell lines. Differential expression was obtained by Deseq2 guidelines; all *p* values were corrected for testing multiple genes (Bonferroni correction). 

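With Bonferroni correction of the edgeR p-values, 22 genes were higher in HEK and 43 higher in Jurkat cells. With DESeq2 and Bonferroni correction together, a combination added after the data were seen, these numbers were 884 and 902.

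Among genes with a mean log2(CPM + 1) of at least 5 over all libraries, the 5 with the largest log2 fold change towards HEK cells were SMIM10, DEPDC1, HOXA10, ZFHX4 and CALD1. SMIM10 (ENSG00000184785.5, chromosome X of GRCh38 from 134990991 to 134992473) had 73.0 ± 1.50 CPM (SD, n = 2) in HEK libraries and 0 counts in both Jurkat libraries, at least 109-fold higher. DEPDC1 was at least 199-fold, HOXA10 at least 351-fold and ZFHX4 at least 177-fold higher in HEK cells. CALD1 had a log2 fold change of 9.00 (standard error 0.51, adjusted p = 0.00064 from edgeR's quasi-likelihood test), from 8.33 to 9.93 when 1 library was left out. DEPDC1, HOXA10 and ZFHX4 overlap other annotated genes. The 5 largest changes towards Jurkat cells were in FYB1, GIMAP7, PTPRC, IFI16 and SPN. FYB1 (ENSG00000082074.16, chromosome 5 from 39105252 to 39274528) had 1278 ± 150 CPM (SD, n = 2) in Jurkat and 0.238 ± 0.037 CPM (SD, n = 2) in HEK libraries. GIMAP7 was at least 1427-fold higher in Jurkat cells. IFI16 differed between the Jurkat libraries, with 917 ± 549 CPM (SD, n = 2), and its log2 fold change was from -12.35 to -11.01 when 1 library was left out. FYB1, PTPRC and SPN overlap other annotated genes.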

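For each line, genes were ranked by the p of edgeR's quasi-likelihood test among those higher in that line, and 100 were taken. The smallest log2 difference among them was 3.92 for HEK and 4.39 for Jurkat markers. The largest adjusted p was 0.00069 for HEK and 0.00064 for Jurkat markers. Of the 100 HEK markers, 39 had 3 or fewer counts in every pure Jurkat library, and of the 100 Jurkat markers, 38 had 3 or fewer in every pure HEK library. Ranking by DESeq2 kept 51 of the HEK and 60 of the Jurkat markers, and ranking by log2 fold change kept 0 and 27. The corner genes of the simplex included 17 of the HEK and 44 of the Jurkat markers, and 32 and 95 of the markers were mutually linear.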

The top 100 genes (upregulated in a pure cells) were selected as cell type markers for DSA deconvolution.

### Simulation dataset

We simulated a $$12,000\;{\mathrm{genes}}\; \times \;40\;{\mathrm{samples}}$$ matrix of observed gene expression **X** of mixed samples by simulating two matrices: a 12,000 × 3 matrix **W** (gene signatures) and a 3 × 40 matrix **H** (proportions). We simulated **W** using log-normal distribution with a mean of 6 and standard deviation of 1.5 for each sample:

1 $$\begin{array}{*{20}{c}} {\forall i \in \left[ {1 \ldots 3} \right]{\mathbf{W}}_{ \ast,i}\sim 2^{N\left( {6,1.5} \right)}} \end{array}$$

and since proportions sum-to-one constraint is usually assumed in complete deconvolution problem, we can sample matrix **H** uniformly from the unit simplex using the approach described in^30^:

2 $$\begin{array}{*{20}{c}} {\forall j \in \left[ {1 \ldots 40} \right]{\mathbf{H}}_{ \ast ,i}\sim U\left[ {\Delta ^3} \right]} \end{array}.$$

Matrix **X** was simulated as multiplication of these two matrices plus log-normal Gaussian noise with zero mean:

3 $$\begin{array}{*{20}{c}} {{\mathbf{X}}_{{\mathrm{{SD}}} = k} = {\mathbf{W}} \times {\mathbf{H}} + 2^{N\left( {0,k} \right)},k \in \left[ {0..7} \right]} \end{array},$$

where SD and *k* are standard deviation and noise level. A model with SD = 0 was used in this paper as simulation data without noise. A model with SD = 4 was used as simulation data with noise, as the noisiest model that had distinguishable signal by SVD.

Simulation data without signature genes was obtained by removing tissue-specific genes—such *i* that$$\sqrt {\mathop {\sum }\limits_{j = 1}^3 \left( {\widetilde {w_{i,j}}} \right)^2} \ge 0.85$$, where $$\widetilde {w_{i,j}} = \frac{{w_{i,j}}}{{\mathop {\sum }\nolimits_{j = 1}^3 w_{i,j}}}$$.

For Fig. 5 we used samples from the Liver–Brain–Lung dataset (GSE19830) as pure samples instead of sampling log-normal matrix **W**. Proportions and noise were simulated the same way as above.

For simulation with different RNA content we simulated matrix **W** as described above, when we divided second column of **W** by two and third column by three. This gave us three cell types with different RNA content. We simulated **H** to meet sum-to-one constraint. We simulated **X** by multiplication of **W** and **H** and further normalization of columns of **X** to have equal column sum.

### Row normalization

Row normalization of dataset **X** is defined as a matrix $${\tilde{\mathbf{X}}}$$ every row of which is a row of matrix **X** normalized by its sum, i.e.

4 $$\begin{array}{*{20}{c}} {\forall i \in \left[ {1,N} \right],j \in \left[ {1,M} \right]\;\tilde x_{i,j} = \frac{{x_{i,j}}}{{\mathop {\sum }\nolimits_{k = 1}^M x_{i,k}}}} \end{array},$$

where *N* is the number of genes and *M* is the number of samples.

### Collinearity networks

To measure linearity between to genes **x** and **y** we first normalize expression levels of these genes ($${\tilde{\mathbf{x}}}$$ and $${\tilde{\mathbf{y}}}$$) and then we evaluate how well the line of $${\tilde{\mathbf{x}}} = {\tilde{\mathbf{y}}}$$ fits the normalized expression values by calculating the average of the two coefficients of determination *R*^2^ for two models $${\tilde{\mathbf{x}}} = {\tilde{\mathbf{y}}}$$ ($${\tilde{\mathbf{x}}}$$ is dependent and $${\tilde{\mathbf{y}}}$$ is variable) and $${\tilde{\mathbf{y}}} = {\tilde{\mathbf{x}}}$$ ($${\tilde{\mathbf{y}}}$$ is dependent and $${\tilde{\mathbf{x}}}$$ is variable). Let us denote this linearity coefficient as $$R_{{\mathrm{{sym}}}}^2\left( {{\mathbf{x}},{\mathbf{y}}} \right)$$. Then we calculate spearman correlation between each pair of genes $${\mathrm{\rho }}\left( {{\mathbf{x}},{\mathbf{y}}} \right)$$.

To build an undirected weighted linearity network, we use genes as nodes of the network. We put the edge between two genes *x* and *y* if both $$R_{{\mathrm{{sym}}}}^2\left( {{\mathbf{x}},{\mathbf{y}}} \right) > 0$$ and $${\mathrm{\rho }}\left( {{\mathbf{x}},{\mathbf{y}}} \right) > 0$$. We set the weight of such edge to be

5 $$\begin{array}{*{20}{c}} {{\mathbf{W}}_{{\mathbf{x}},{\mathbf{y}}} = R_{{\mathrm{{sym}}}}^2\left( {{\mathbf{x}},{\mathbf{y}}} \right)\rho \left( {{\mathbf{x}},{\mathbf{y}}} \right)}. \end{array}$$

### Significance test

For any gene *x* in the network, let us denote set of outgoing edges as $$E\left( x \right)$$. Let us also denote sum of weights of $$E\left( x \right)$$ as power of *x*: $$P\left( x \right) = {\sum}_{j \in E\left( x \right)} {\mathbf{W}}_{x,j}$$.

We would like to find genes that have a power greater than at random taking into account the topology of the network. We test this null hypothesis for each gene by sampling weights of the network.

We first calculate powers in the actual network $$P_{{\mathrm{{actual}}}}\left( x \right)$$. Let *K* be the number of sampling iterations. Let $${\mathrm{{Success}}}\left( x \right)$$ denote the number of successful samplings for gene x, when $$P_{{\mathrm{{sampled}}}}\left( x \right) \ge P_{{\mathrm{{actual}}}}\left( x \right)$$, vector $${\mathrm{Success}}\left( x \right)$$ is initialized with zeroes. Each iteration we will randomly shuffle weights of the edges of the network while keeping the network topology and then calculate the sampled power of each gene: if the sampled power of the gene *x* is greater or equal to the actual power of gene *x*, we will increment $${\mathrm{Success}}\left( x \right)$$ by one.

We can then calculate *p*-value for each gene

6 $$\begin{array}{*{20}{c}} {p\left( x \right) = \frac{{{\mathrm{{Success}}}\left( x \right) + 1}}{{K + 1}}.} \end{array}$$

This procedure allows robust identification of genes with collinear expression profiles and provides *p* values quickly. However, if one wants to adjust these *p* values for multiple comparison using Bonferroni correction, one must increase the number of sampling iterations: if *a* is the desired significance level and *N* is the number of genes in the network then $$K > \frac{N}{{\mathrm{\alpha }}}$$ is required to obtain the desired confident *p* values.

### TCGA dataset initial processing

Another way to build a linearity network is to calculate linearity coefficients between all pairs of genes and replace all negative values with zeroes. We then filter the matrix of all pairwise linearities by keeping only the genes that meet the requirements below:

Gene has at least *k*_1_ gene with linearity values of greater or equal to $$\mathrm {threshold}_{1}$$

Gene has at least *k*_2_ genes with linearity values of greater or equal to $${\mathrm{{threshold}}_{2}}$$

The rationale behind these requirements is quite straightforward: we would like to get rid of genes that are not linear to any other genes and want to guarantee a finding of clusters of meaningful size. Usually, we set $${\mathrm{{threshold}}_{1}}$$ to be greater than $${\mathrm{{threshold}}_{2}}$$, and selection of these thresholds may vary from dataset to dataset.

We then hierarchically cluster the filtered matrix using 1-Pearson correlation as a distance and average linkage and this leads to the identification of linear subnetworks.

For the TCGA dataset from Fig. 2 we used $$k_1 = 1,\,{\mathrm{{threshold}}_{1}} = 0.75$$ and $$k_2 = 10,\, {\mathrm{{threshold}}_{2}} = 0.25$$. After filtration, only 217 genes were left, and hierarchical clustering identified seven modules with cell-type specific clusters and small modules that we were not able to assign to any specific cell type.

### Reconstruction accuracy

The complete deconvolution problem is a factorization problem, given **X** we try to find such factors **W** and **H** that will describe cell type expression signatures and cell type proportions. We estimate the accuracy of reconstruction (deconvolution accuracy) as the Frobenius norm of input and estimated multiplication:

7 $$\begin{array}{*{20}{c}} {\left( {{\mathrm{{input}}}} \right) {\mathbf{X}} \approx {\mathbf{W}} \times {\mathbf{H}}\left( {{\mathrm{{output}}}} \right)} \end{array}$$

8 $$\begin{array}{*{20}{c}} {{\mathrm{{accuracy}}} = {\mathbf{X}} - {\mathbf{W}} \times {\mathbf{H}}_{{\mathrm{{Frobenius}}}}}. \end{array}$$

### Algorithm

The algorithm takes as input matrix *X* of observed gene expression in mixed samples. The algorithm consists of several key steps which will be described below in detail:

Row normalization

Constructing collinearity network (described above)

Sampling null model and getting *p* values (described above)

Dataset filtering by *p* value

SVD and cell type number estimation

Simplex corner identification

Deconvolution

### Normalization

Normalization is one of the key features of the algorithm. In the proof of Transcriptional Simplex Lemma (Supplementary Material) we show that sum-to-one normalization in linear space (where each gene expression level is divided by its sum) puts all the genes in a simplex, the corners of which will are normalized cell type proportions.

### Cell-type number estimation

Cell-type number can be addressed with different approaches. First, one might a priori know or assume the number of major cell types in the mixture and use this number as the dimensionality of linear subspace. If this number is not known a priori, SVD can be used to estimate the effective rank of **X**: let us consider an observed gene expression *N* × *M* (*N* genes and *M* samples, *M* < *N*) matrix **X**, whose singular value decomposition is given by **X** = **UDV**, where **U** and **V** are *N* × *N* and *M* × *M* unitary matrices and **D** is a diagonal matrix containing singular values $$\sigma _1 \ge \sigma _2 \ge \ldots . \ge \sigma _M$$. The natural way to look at singular values is explained variance

9 $$\begin{array}{*{20}{c}} {\alpha _i = \frac{{\sigma _i^2}}{{\mathop {\sum }\nolimits_{j = 1}^M \sigma _j^2}}.} \end{array}$$

### Projection to a linear subspace

Projection to linear subspace is well-described by Nascimento et al.^22^. In brief, to project the dataset to a smaller linear subspace we first normalize it and transpose it, so genes are column vectors. We then calculate SVD for the zero-centered dataset. Once a number of cell types *k* is selected, the non-centered dataset is projected to the space generated by *k* –1 left-singular vectors:

10 $$\begin{array}{*{20}{c}} {{\tilde{\mathbf{X}}}_{{\mathrm{zero}} \mbox{-} {\mathrm{centered}}}^{\mathrm{T}} = {\mathbf{UDV}}^{\mathrm{T}},{\mathbf{U}}_{k - 1} = {\mathrm{first}}\;k - 1\;{\mathrm{singular}}\;{\mathrm{vectors}}\;{\mathrm{of}}\;{\bf{U}}} \end{array},$$

11 $$\begin{array}{*{20}{c}} {{\tilde{\mathbf{X}}}_{{\mathrm{projected}}}^{\mathrm{T}} = {\mathbf{U}}_{k - 1} \times {\tilde{\mathbf{X}}}^{\mathrm{T}}} \end{array}.$$

### Corner identification

We tested three different algorithms for their ability to identify simplex corners (Supplementary Fig. 1) and found that SISAL is robust to noisy data and has a parameter *tau* which allows to control for noise tolerance. We iterate through different *tau*

12 $$\begin{array}{*{20}{c}} {\forall i \in N\;{\mathrm{{and}}}\;i \in \left[ { - 20,0} \right],{{\mathrm{{tau}}}}_i = 2^i} \end{array}$$

and for each tau we select the corners and then use these corners to deconvolve the dataset and calculate the reconstruction error. We choose tau with the smallest reconstruction error.

We also implemented an approach called Smart Corners which allows to choose different tau for each of the cell types by calculating reconstruction errors for possible combinations of different tau for each of the corners and then choosing combination with the smallest reconstruction error.

### Signature gene selection

When the corner is identified, the Euclidean distance between every gene and every corner is calculated in the projected space. For each corner we can select *G* closest genes to each corner. These genes will help us to identify the cell type.

### Deconvolution

We perform deconvolution using simplex corners as putative signatures in a DSA-like manner. Let *k* × *m* matrix **H**_p_ be simplex corners (i.e. row-normalized **H**, actual cell type proportions), where *k* is the number of cell types and *m* is the number of samples. Then we first find such coefficients $${\mathrm{\alpha }}_1 \ldots {\mathrm{\alpha }}_k$$ that would fit best the equation

13 $$\begin{array}{*{20}{c}} {\left( {\begin{array}{*{20}{c}} {{\mathrm{\alpha }}_1} \\ \vdots \\ {{\mathrm{\alpha }}_k} \end{array}} \right) \times {\mathbf{H}}_{\mathrm{p}} = \left( {111 \ldots 111} \right).} \end{array}$$

Then matrix **H** is calculated as $${\mathbf{H}} = \left( {\begin{array}{*{20}{c}} {{\mathrm{\alpha }}_1h_{1,1}^{\mathrm{p}}} & \cdots & {{\mathrm{\alpha }}_1h_{1,m}^{\mathrm{p}}} \\ \vdots & \ddots & \vdots \\ {{\mathrm{\alpha }}_kh_{k,1}^{\mathrm{p}}} & \cdots & {{\mathrm{\alpha }}_kh_{k,m}^{\mathrm{p}}} \end{array}} \right)$$, where $$h_{i,j}^{\mathrm{p}}$$ are elements of **H**_p_ Matrix **W** is then calculated using fast combinatorial non-negative least squares.

### Fraction correction

Let **W**^cell^ be an *N* × *K* matrix of true gene expression profiles for one cell for each cell type, i.e. each column of **W**^cell^ represents an average cell of a given cell type and different columns of **W**^cell^ might have different column sums (i.e. one cell of a particular cell type might have more RNA molecules than the other). Let $$c_i,i \in \left[ {1..K} \right]$$ be a sum of *i*th column of matrix **W**^cell^, i.e. coefficients *c*_*i*_ will represent RNA concentration per cell for each cell type. Let **H**^couts^ be a *K* × *M* matrix of true cell counts within each sample. Let us also note $${\mathbf{H}}^{{\mathrm{fractions}}}$$ as per-sample sum-to-one normalized matrix $${\mathbf{H}}^{{\mathrm{counts}}}$$:

14 $$\begin{array}{*{20}{c}} {{\mathbf{H}}_{i,j}^{{\mathrm{fractions}}} = \frac{{{\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}}.} \end{array}$$

If we know coefficients *c*_*i*_ and matrix **H**^couts^ we can easily tell how much RNA of a given cell type is in every sample, let this be matrix $${\mathbf{H}}^{{\mathrm{{rna}}}}$$:

15 $$\begin{array}{*{20}{c}} {{\mathbf{C}} = \left( {\begin{array}{*{20}{c}} {c_1} & \cdots & 0 \\ \vdots & \ddots & \vdots \\ 0 & \cdots & {c_K} \end{array}} \right),{\mathbf{H}}^{{\mathrm{{rna}}}} = {\mathbf{C}} \times {\mathbf{H}}^{{\mathrm{counts}}}} \end{array}.$$

Let us also note that we can calculate $${\mathbf{H}}^{{\mathrm{rna}} - {\mathrm{fractions}}}$$ in the same manner as we calculate $${\mathbf{H}}^{{\mathrm{fractions}}}$$:

16 $$\begin{array}{*{20}{c}} {{\mathbf{H}}_{i,j}^{{\mathrm{rna}} - {\mathrm{fractions}}} = \frac{{{\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}} \end{array}.$$

We will model the observed gene expression matrix **X** using an additive linear model:

$${\mathbf{X}} = {\mathbf{W}}^{{\mathrm{cell}}} \times {\mathbf{H}}^{{\mathrm{counts}}}$$. In usual practice, **X** matrix is normalized to account for library depth. While it can be done in several ways by calculating relative expression values like TPMs (transcripts per millions) in RNA-seq or by normalization between arrays (like quantile normalization) in microarray datasets; however, results are very similar in terms column sums: they will be equal or close to each other. We assume matrix **X** was preprocessed in the usual way, and we assume $${\mathbf{X}}^{{\mathrm{preprocessed}}}$$ has equal column sums.

Let us assume $${\mathbf{X}}^{{\mathrm{preprocessed}}}$$ can be fully deconvolved, i.e. we can find such $${\mathbf{W}}^{{\mathrm{dec}}},{\mathbf{H}}^{{\mathrm{dec}}}$$ that

17 $$\begin{array}{*{20}{c}} {{\mathbf{X}}^{{\mathrm{preprocessed}}} = {\mathbf{W}}^{{\mathrm{dec}}} \times {\mathbf{H}}^{{\mathrm{dec}}}{\mathrm{such}}\;{\mathrm{that}}\;\forall j\mathop {\sum }\limits_{k = 1}^K {\mathbf{H}}_{k,j}^{{\mathrm{dec}}} = 1.} \end{array}$$

Since **X** was preprocessed to have the same amount of RNA within the sample, and **H** is assumed to meet a sum-to-one constraint, then **W**^dec^ is guaranteed to also have the same column sum as **X**. In this case, **H**^dec^ is nothing else but $${\mathbf{H}}^{{\mathrm{rna}} - {\mathrm{fractions}}}$$.

Once we have $${\mathbf{H}}^{{\mathrm{rna}}{\mbox {-}} {\mathrm{fractions}}}$$ and coefficients *ci* available we can calculate **H**^fractions^:

18 $$\begin{array}{*{20}{c}} {\frac{{c_i^{ - 1}\;{\mathbf{H}}_{i,j}^{{\mathrm{rna}}{\mbox{-}} {\mathrm{fractions}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K c_i^{ - 1}\;{\mathbf{H}}_{i,j}^{{\mathrm{rna}}{\mbox{-}} {\mathrm{fractions}}}}} = \frac{{c_i^{ - 1}\frac{{{\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K c_i^{ - 1}\frac{{{\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}}}{\mathrm{by}}\;{\mathrm{unfolding}}\;\left( {16} \right)} \\ { = \frac{{c_i^{ - 1}\;{\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K c_i^{ - 1}{\mathbf{H}}_{i,j}^{{\mathrm{rna}}}}}{\mathrm{by}}\;{\mathrm{removing}}\mathop {\sum }\limits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{rna}}}\;\left( {{\mathrm{this}}\;{\mathrm{term}}\;{{{\rm{is}}\,{\rm{constant}}}}\;{\mathrm{for}}\;{\mathrm{every}}\;{{j}}} \right)} \\ { = \frac{{c_i^{ - 1}c_i\;{\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K c_i^{ - 1}c_i\;{\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}}{\mathrm{by}}\;{\mathrm{unfolding}}\;\left( {15} \right) = \frac{{{\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}}{{\mathop {\sum }\nolimits_{i = 1}^K {\mathbf{H}}_{i,j}^{{\mathrm{counts}}}}} = {\mathbf{H}}_{i,j}^{{\mathrm{fractions}}}\;{\mathrm{by}}\;{\mathrm{folding}}\;\left( {14} \right)} \end{array}$$

### Enrichment analysis

To identify how gene sets from simplex corners were enriched in different cell subsets, we used two approaches: average *z*-score and GSEA (gene set enrichment analysis) for pairwise comparison. Log-transformed values from GSE27787, GSE45535, and DMAP were standardized for each gene (i.e. *z*-score was calculated for each gene), then for each gene set an average *z*-score across samples were calculated. For analysis of the GSE49664 dataset, differential expression analysis between erythrocytes and megakaryocytes was carried out using limma^31^ and Phantasus web-service (https://artyomovlab.wustl.edu/phantasus/): genes were ranked by the corresponding test statistics and *p* was calculated using pre-ranked gene set enrichment analysis method fgsea^32^ (https://github.com/ctlab/fgsea) package with one million gene set permutations. All heatmaps were generated using pheatmap (https://CRAN.R-project.org/package=pheatmap) package.

Cell-specific transcriptional profiles that were used for enrichment were obtained from GSE27787 for mouse hematopoietic cells, GSE49664 for primary megakaryocytes and erythroblasts from murine fetal liver hematopoietic stem/progenitor cells, GSE45535 for human blood subsets including plasma cells, and DMAP for normal human blood subsets (especially for erythrocyte contamination).

### Statistical analysis

Concordance between known and predicted cell-type proportions, between gene expression levels, between gene expression level and cell type proportions, between known and predicted gene expression levels in pure tissues was determined by Pearson correlation coefficient (*R*) or coefficient of determination (*R*^2^). Group comparisons were determined using a two-sided Mann–Whitney *U* test. All results with *p*< 0.05 were considered significant. Statistical analyses were performed with *R*.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The produced RNA-seq dataset of mixed HEK and Jurkat cells is available at NCBI GEO database with accession number GSE129240.

# Supplementary material for: Complete deconvolution of cellular mixtures based on linearity of transcriptional signatures
**Source:** Nat Commun. 2019 May 17;10:2209. doi: 10.1038/s41467-019-09990-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Complete deconvolution of cellular mixtures based on linearity of transcriptional signatures**

Konstantin Zaitsev<sup>1,2</sup> et al.

## Supplementary note 1

### Proof of correctness

Assumption of true linear model implies that

$$X = W \times H, \quad (1)$$

$$(x_{i,j}) \in \mathbb{R}_+^{N \times M}, (w_{i,j}) \in \mathbb{R}_+^{N \times K}, (h_{i,j}) \in \mathbb{R}_+^{K \times M}, \quad (2)$$

where  $N$  is the number of genes,  $K$  is the number of cell types and  $M$  is the number of samples, where  $x_{i,j} \geq 0$  describes observed gene expression of  $i^{th}$  gene in  $j^{th}$  sample,  $w_{i,k} \geq 0$  describes gene expression of  $i^{th}$  gene in  $k^{th}$  cell type,  $h_{k,j} \geq 0$  describes proportion of  $k^{th}$  cell type in  $j^{th}$  sample.

We also assume that  $K < M \ll N$ , so that

$$\text{rank}(X) = \min(\text{rank}(W), \text{rank}(H)) = \min(K, K) = K. \quad (3)$$

Gene normalization described in the paper can be written as:

$$\forall i \in [1, N], j \in [1, M] \tilde{x}_{i,j} = \frac{x_{i,j}}{\sum_{k=1}^M x_{i,k}} \quad (4)$$

$$\forall i \in [1, N] \tilde{X}_{i,*} = \frac{1}{\sum_{k=1}^M x_{i,k}} X_{i,*} (\text{Rownormalization}). \quad (5)$$

An important property of such normalization is that the sum of normalized values for any gene of the matrix equals to one:

$$\forall i \in [1, N] \text{sum}(\tilde{X}_{i,*}) = \sum_{j=1}^M \tilde{x}_{i,j} = \sum_{j=1}^M \frac{x_{i,j}}{\sum_{k=1}^M x_{i,k}} = \frac{\sum_{j=1}^M x_{i,j}}{\sum_{k=1}^M x_{i,k}} = 1 \quad (6)$$

Such normalization keeps non-negativity of the matrix. We can also normalize matrix  $H$  in the same manner to have matrix  $\tilde{H}$  describing normalized proportions of cell types across all the samples.

In this section we prove that column vectors (genes) of matrix  $\tilde{X}^T$  are lying within the  $(K - 1)$ -simplex, formally, we must prove that there are  $K$  affinely independent vectors  $u_1 \dots u_K \in \mathbb{R}_+^M$  such that for any column (gene) from  $\tilde{X}^T$  there exist such coefficients  $\theta_1 \dots \theta_K \geq 0$  and  $\sum_{i=1}^K \theta_i = 1$  that any column can be presented as a sum:

$$\exists u_1 \dots u_K \in \mathbb{R}_+^M \quad (7)$$

$$\forall i \in [1, N] \exists \theta_1 \dots \theta_K \geq 0 \text{ and } \sum_{k=1}^K \theta_k = 1 \quad (8)$$

$$\tilde{X}_{*,i}^T = \sum_{k=1}^K \theta_k u_k \quad (9)$$

To prove that we will show that  $[u_1, u_2, \dots, u_K] = \tilde{H}^T$ . Let's pick any gene  $i$ , and show that  $\tilde{X}_{*,i}^T$  can be described as sum of columns of  $\tilde{H}^T$ .

In case of linear model, it is true that  $X_{i,*} = \sum_{j=1}^K w_{i,j} H_{j,*}$  we can rewrite this equation in terms of  $\tilde{X}$  and  $\tilde{H}$ :

$$\tilde{X}_{i,*} = \frac{\sum_{j=1}^K w_{i,j} H_{j,*}}{\sum_{k=1}^M x_{i,k}} \quad (10)$$

$$\tilde{X}_{i,*} = \frac{\sum_{j=1}^K w_{i,j} (\sum_{l=1}^M h_{j,l}) \tilde{H}_{j,*}}{\sum_{k=1}^M x_{i,k}} \quad (11)$$

$$\tilde{X}_{i,*} = \sum_{j=1}^K \frac{w_{i,j} (\sum_{l=1}^M h_{j,l})}{\sum_{k=1}^M x_{i,k}} \tilde{H}_{j,*} \quad (12)$$

Let  $\frac{w_{i,j} (\sum_{l=1}^M h_{j,l})}{\sum_{k=1}^M x_{i,k}}$  be  $\alpha_{i,j}$  and let's now prove that

$$\tilde{X}_{i,*} = \sum_{j=1}^K \alpha_{i,j} \tilde{H}_{j,*} \Rightarrow \sum_{j=1}^K \alpha_{i,j} = 1 \quad (13)$$

To prove that we will use the property of our normalization: sums of elements of vectors  $\tilde{X}_{i,*}$  and  $\tilde{H}_{j,*}$  are equal to one and since matrices  $\tilde{X}$  and  $\tilde{H}$  are non-negative we can write that:

$$1 = \text{sum}(\tilde{X}_{i,*}) = \sum_{j=1}^K \alpha_{i,j} \text{sum}(\tilde{H}_{j,*}) = \sum_{j=1}^K \alpha_{i,j} \quad (14)$$

where *sum* denotes sum of the vector elements. Now we can just transpose the vectors  $\tilde{x}_{i,*}$  and  $\tilde{h}_{j,*}$  and see that any column of  $\tilde{X}^T$  can be written as weighted sums of columns of  $\tilde{H}^T$  where sum of weights equals one, hence every column vector of  $\tilde{X}^T$  lies within  $(K - 1)$ -simplex generated by column vectors of  $\tilde{H}^T$ .

$$\tilde{X}_{*,i}^T = \sum_{j=1}^K \alpha_{i,j} \tilde{H}_{*,j}^T \text{ and } \sum_{j=1}^K \alpha_{i,j} = 1 \quad (15)$$

**In case of true linear model, normalization puts all the genes on some simplex and simplex corners are defined by the proportions of the cell types.**

Only thing left to mention that after normalization signature genes will be in the corners of such simplex. We call gene  $i$  signature gene if it has only one non-zero value in  $w_{i,*}$ :

$$\text{gene } i \text{ is signature} \Leftrightarrow \exists! j \in [1, K] w_{i,j} \neq 0 \quad (16)$$

Let's assume gene  $i$  is signature for cell type  $j$ . Then due to linear model:

$$X_{i,*} = w_{i,j} H_{j,*} \quad (17)$$

we can rewrite it in terms of  $\tilde{X}$  and  $\tilde{H}$ :

$$\tilde{X}_{i,*} = \frac{w_{i,j} H_{j,*}}{\text{sum}(X_{i,*})} = \frac{w_{i,j} H_{j,*}}{\text{sum}(w_{i,j} H_{j,*})} = \frac{w_{i,j} H_{j,*}}{w_{i,j} \text{sum}(H_{j,*})} = \frac{H_{j,*}}{\text{sum}(H_{j,*})} = \tilde{H}_{j,*} \quad (18)$$

$$\tilde{X}_{*,i}^T = \tilde{H}_{*,j}^T \quad (19)$$

Hence any true signature gene will be in the corresponding corner of such simplex.

# Supplementary figure 1

A

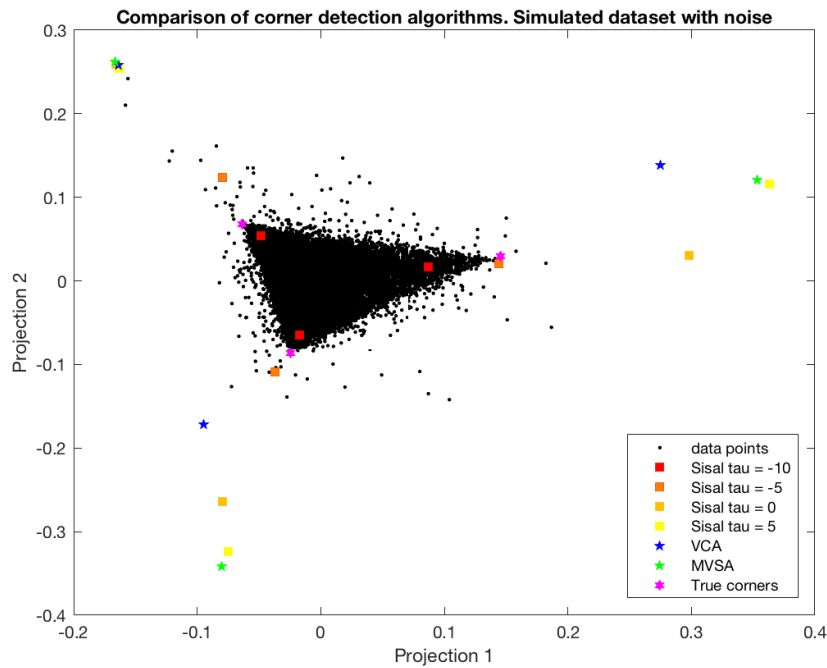

B

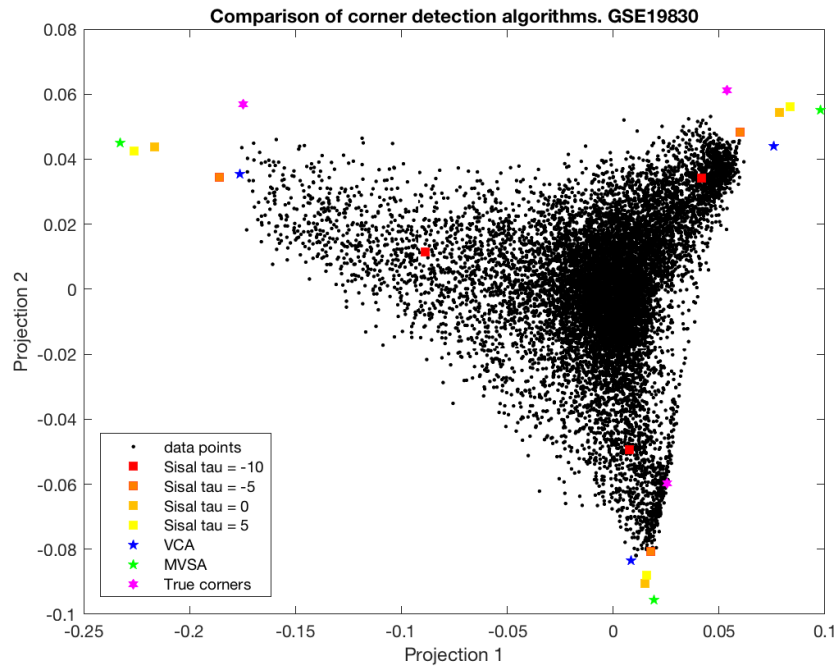

## Supplementary figure 1. Comparative analysis of geometric simplex identification algorithms

We applied three algorithms (MVSA, VCA, and SISAL) for geometric simplex corner identification to **(a)** simulated data with noise, or to **(b)** benchmark dataset GSE19830. VCA finds the best simplex corners from points of your dataset, MVSA finds simplex of minimum volume that encloses all the points and SISAL tries to find simplex of minimum volume with a penalty for points outside of the simplex. SISAL taus on the panels are log<sub>2</sub> values, actual taus are: 2-10, 2-5, 20, 25.

# Supplementary figure 2

A

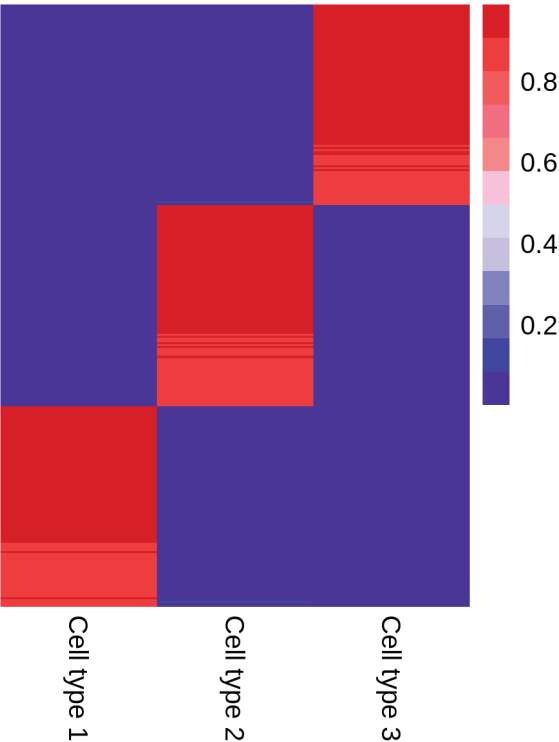

**Supplementary figure 2. Expression of markers identified in Fig 4a**

**a.** The heatmap shows cell-specific expression of identified corner genes in simulated pure cell types, the matrix of pure gene expression is row-normalized to have the sum of one.

# Supplementary figure 3

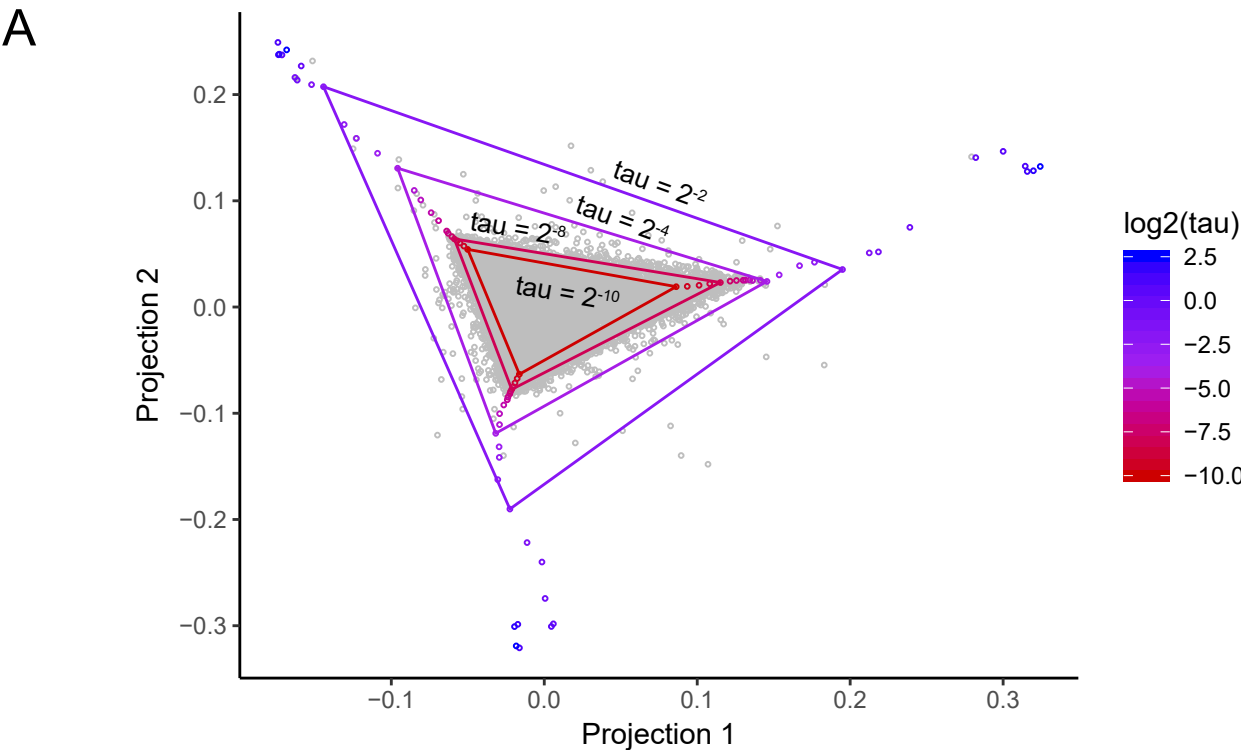

**Supplementary figure 3. Illustration of simplex volume for different tolerance parameter ( $\tau$ )**  
**a.** Simulated dataset with noise was projected onto linear subspace and simplex corners were identified with SISAL with different  $\tau$ s. Smaller  $\tau$ s generate simplexes of smaller volume while simplexes with large  $\tau$ s enclose more points.

# Supplementary figure 4

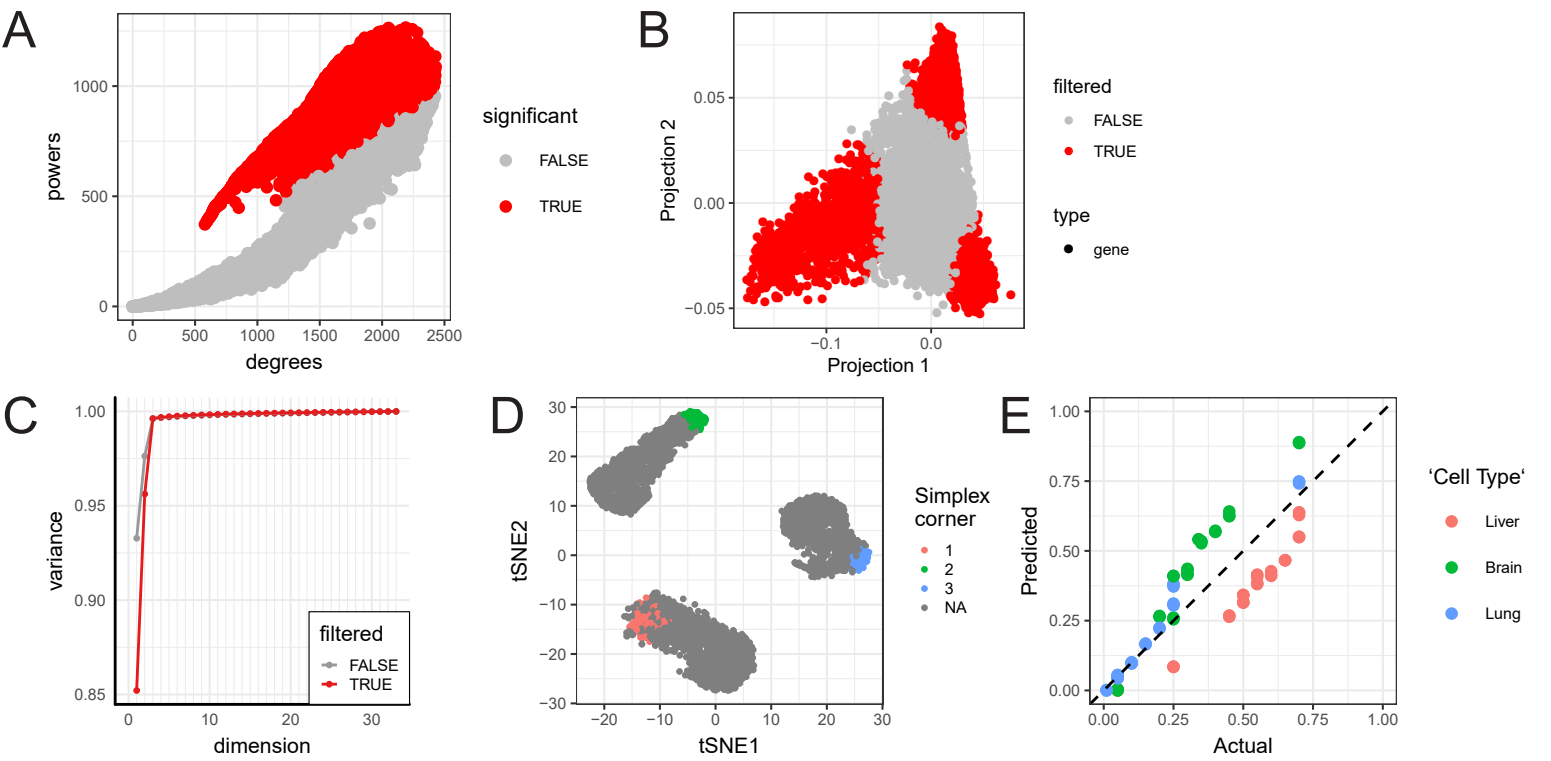

**Supplementary figure 4: the result of Linseed pipeline applied to benchmark dataset GSE19830**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Projection shows which genes left after the filtering procedure. **c.** Variance explained by each dimension of SVD, 3 components can be easily seen. **d.** TSNE applied to genes left after the filtering. **e.** Comparison of predicted proportions to actual proportions of the cell type in mixed samples.

# Supplementary figure 5

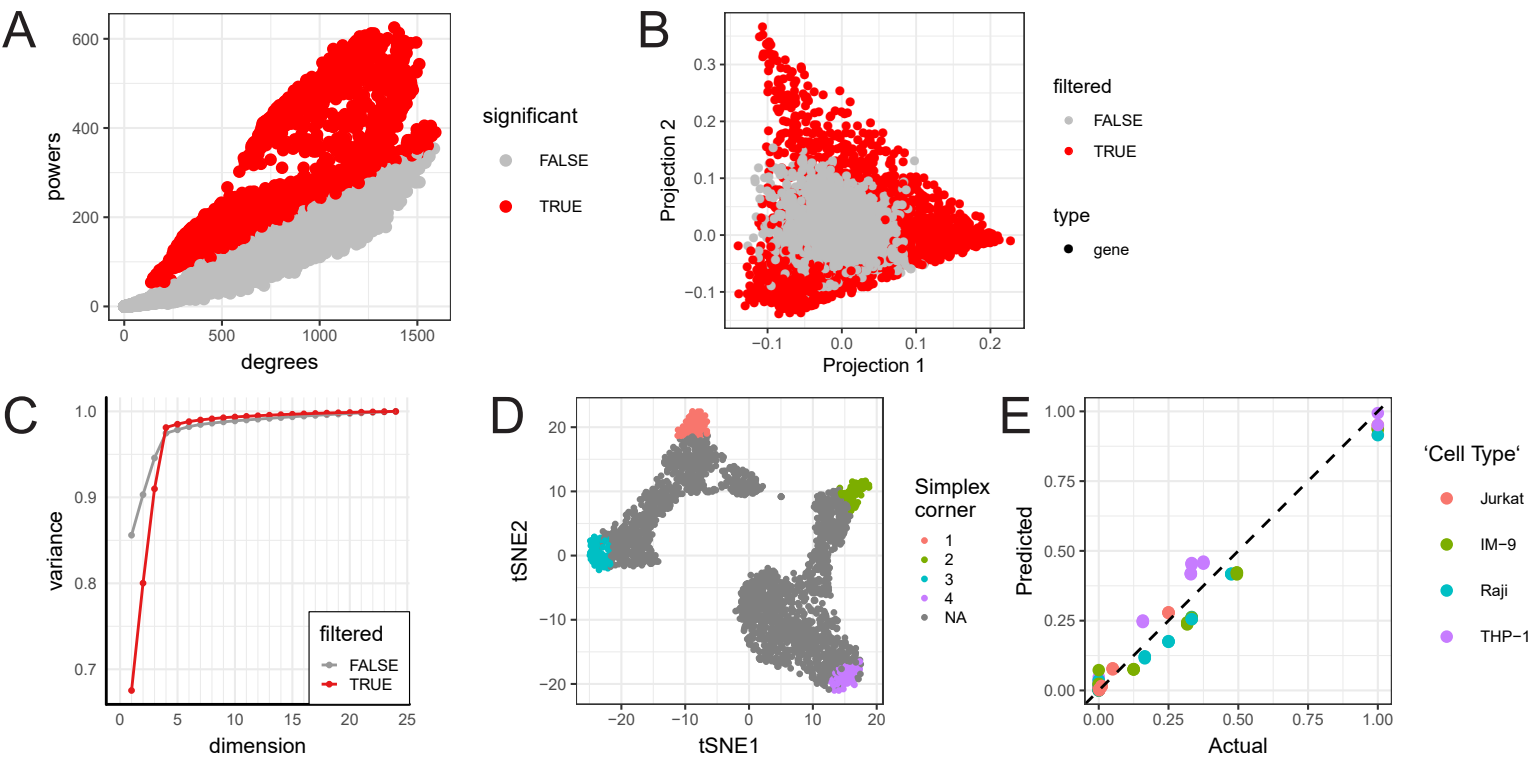

**Supplementary figure 5: the result of Linseed pipeline applied to benchmark dataset GSE11058**

- a.** Illustration of filtering procedure applied to the dataset. **b.** Projection shows which genes left after the filtering procedure. **c.** Variance explained by each dimension of SVD, 3 components can be easily seen. **d.** TSNE applied to genes left after filtering. **e.** Comparison of predicted proportions to actual proportions of the cell type in mixed samples.

# Supplementary figure 6

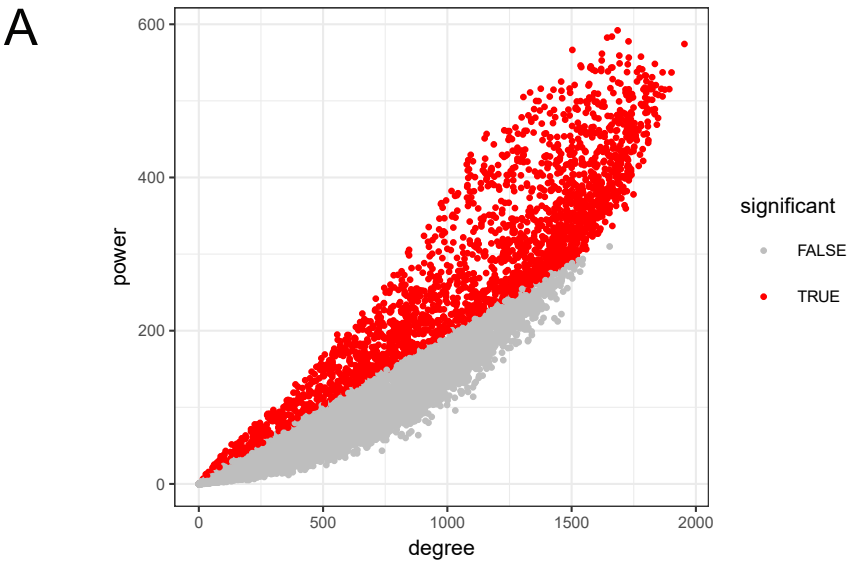

**Supplementary figure 6: filtering procedure for mouse dataset GSE27563**

**a.** Illustration of filtering procedure applied to the mouse dataset GSE27563.

# Supplementary figure 7

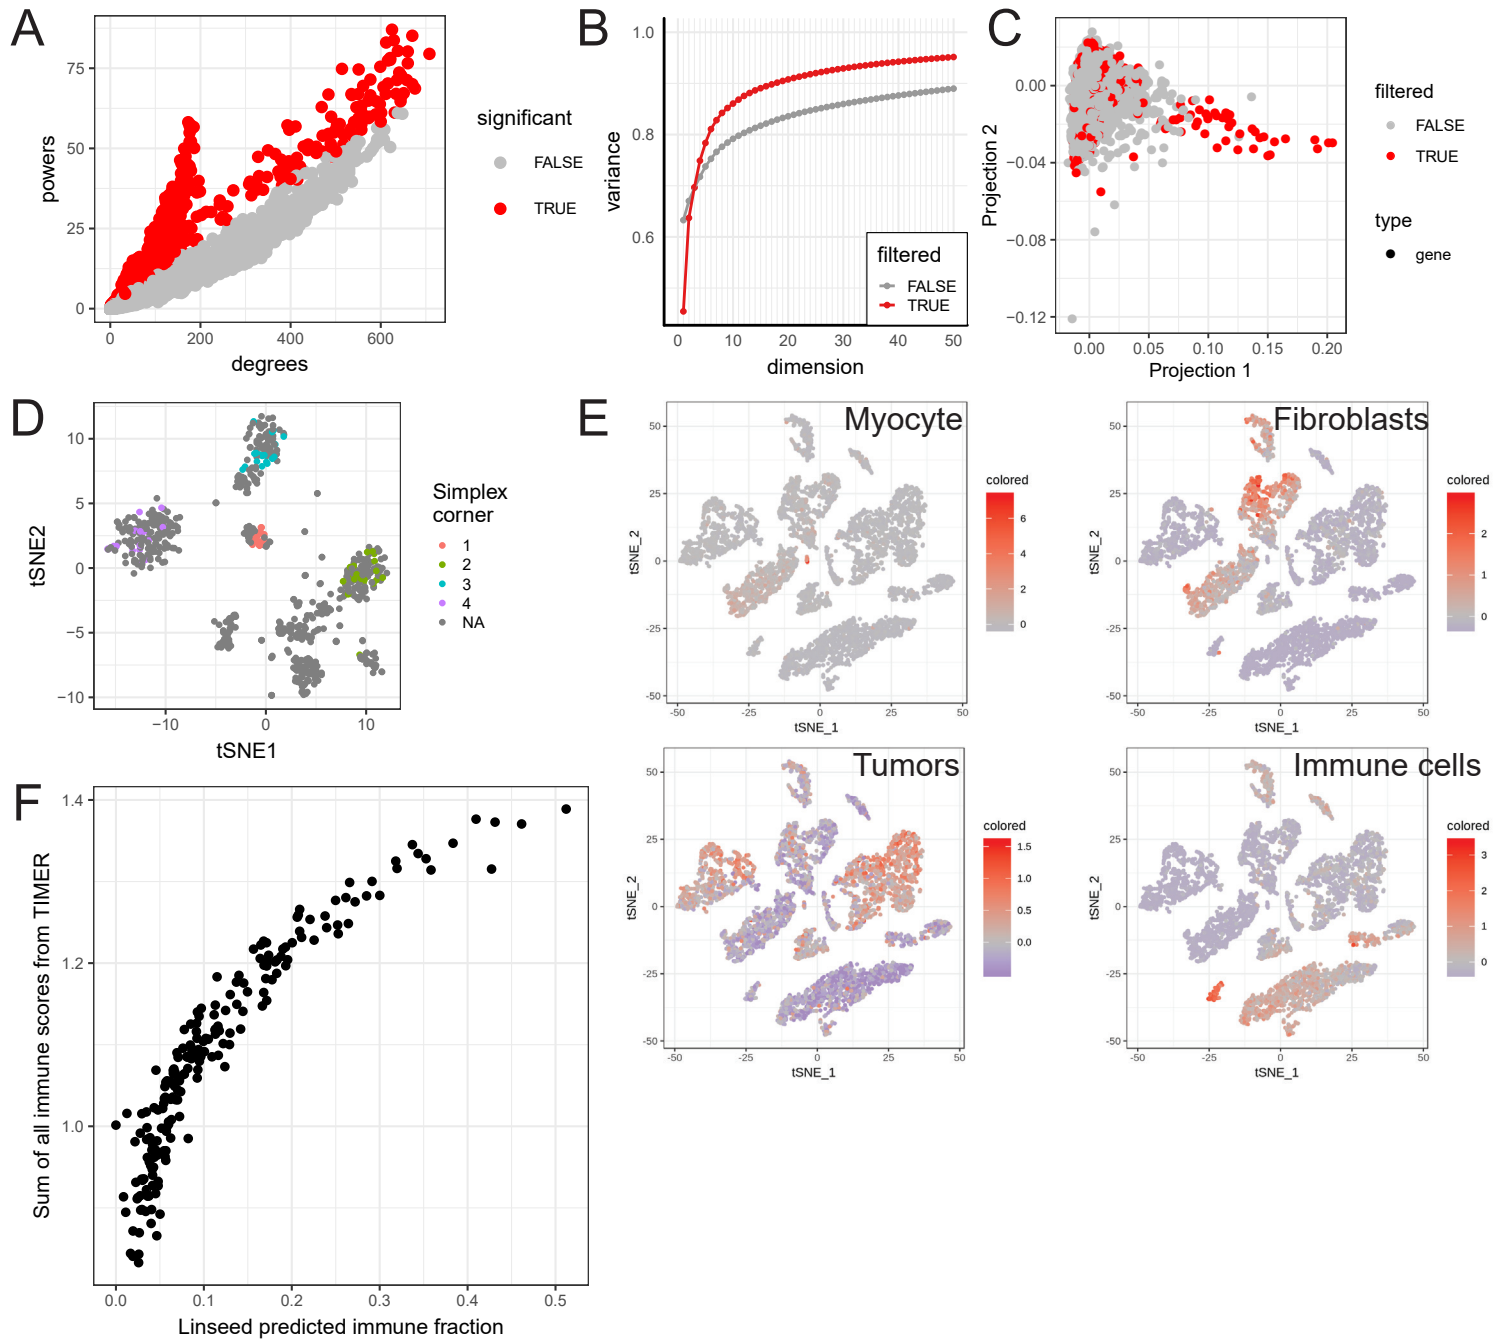

**Supplementary figure 7: the result of Linseed pipeline applied to TCGA HNSCC dataset**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Variance explained by each dimension of SVD. **c.** Projection shows which genes left after the filtering procedure, 3 components can be easily seen. **d.** TSNE applied to genes left after the filtering. **e.** Closest 100 genes to each corner were used to generate averages expression for single-cell HNSCC dataset GSE103322. These average expression profiles highlight different cellular populations within the tumor samples. **f.** Comparison predicted proportions of immune cell types in the mixture against the sum of the immune scores predicted by TIMER.

## Supplementary figure 8

A

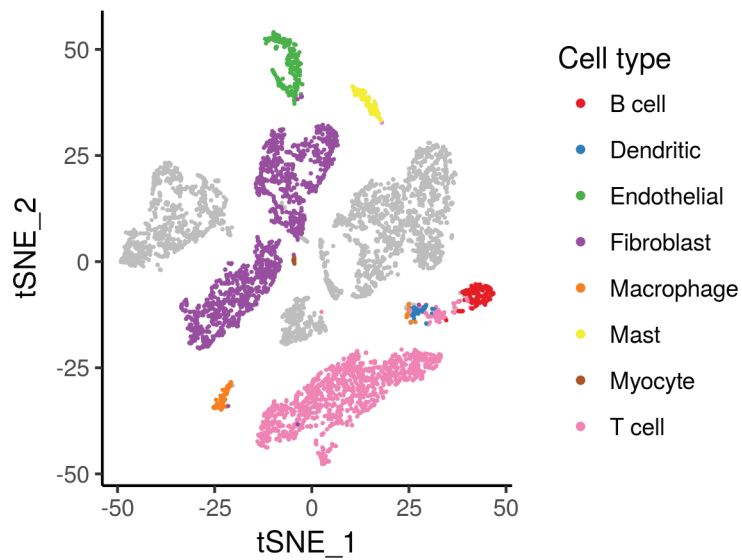

B

## Unfiltered 4 cell types

# Brunet

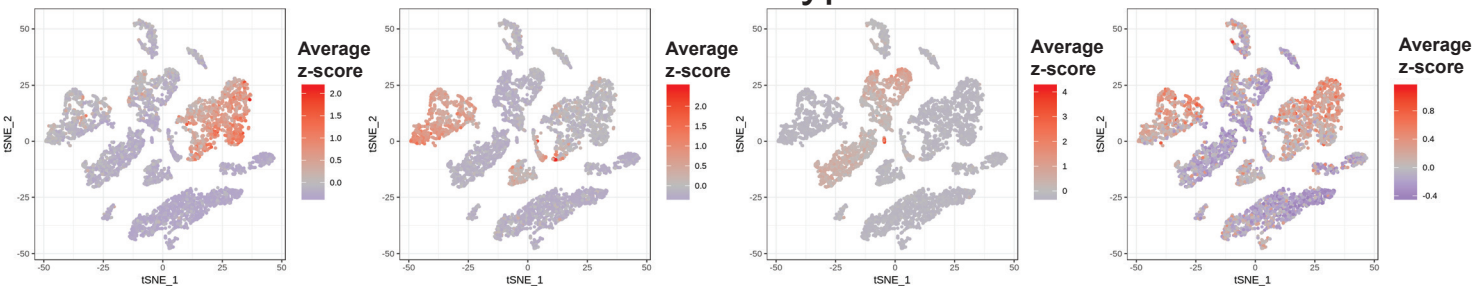

Lee

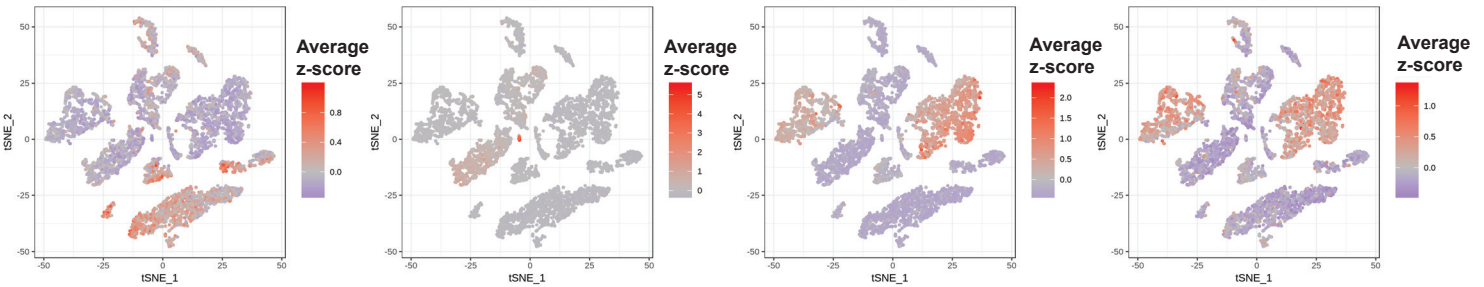

# Deconf

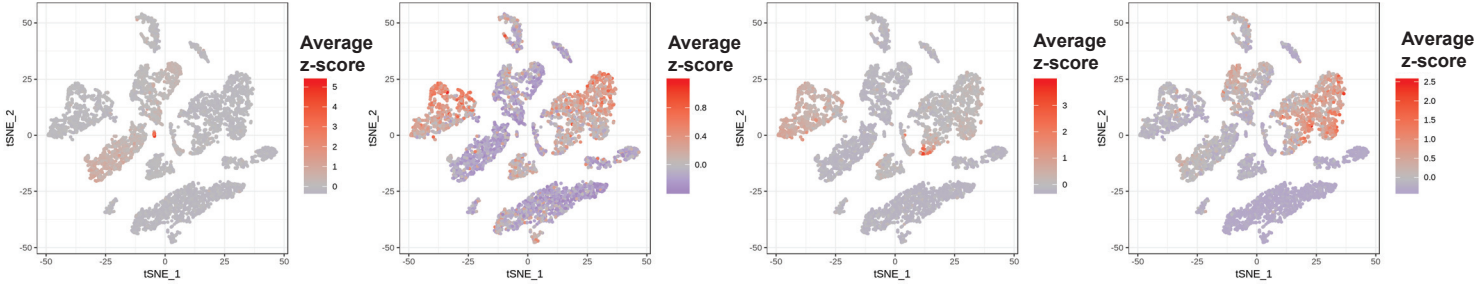

C

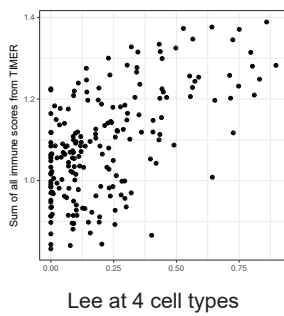

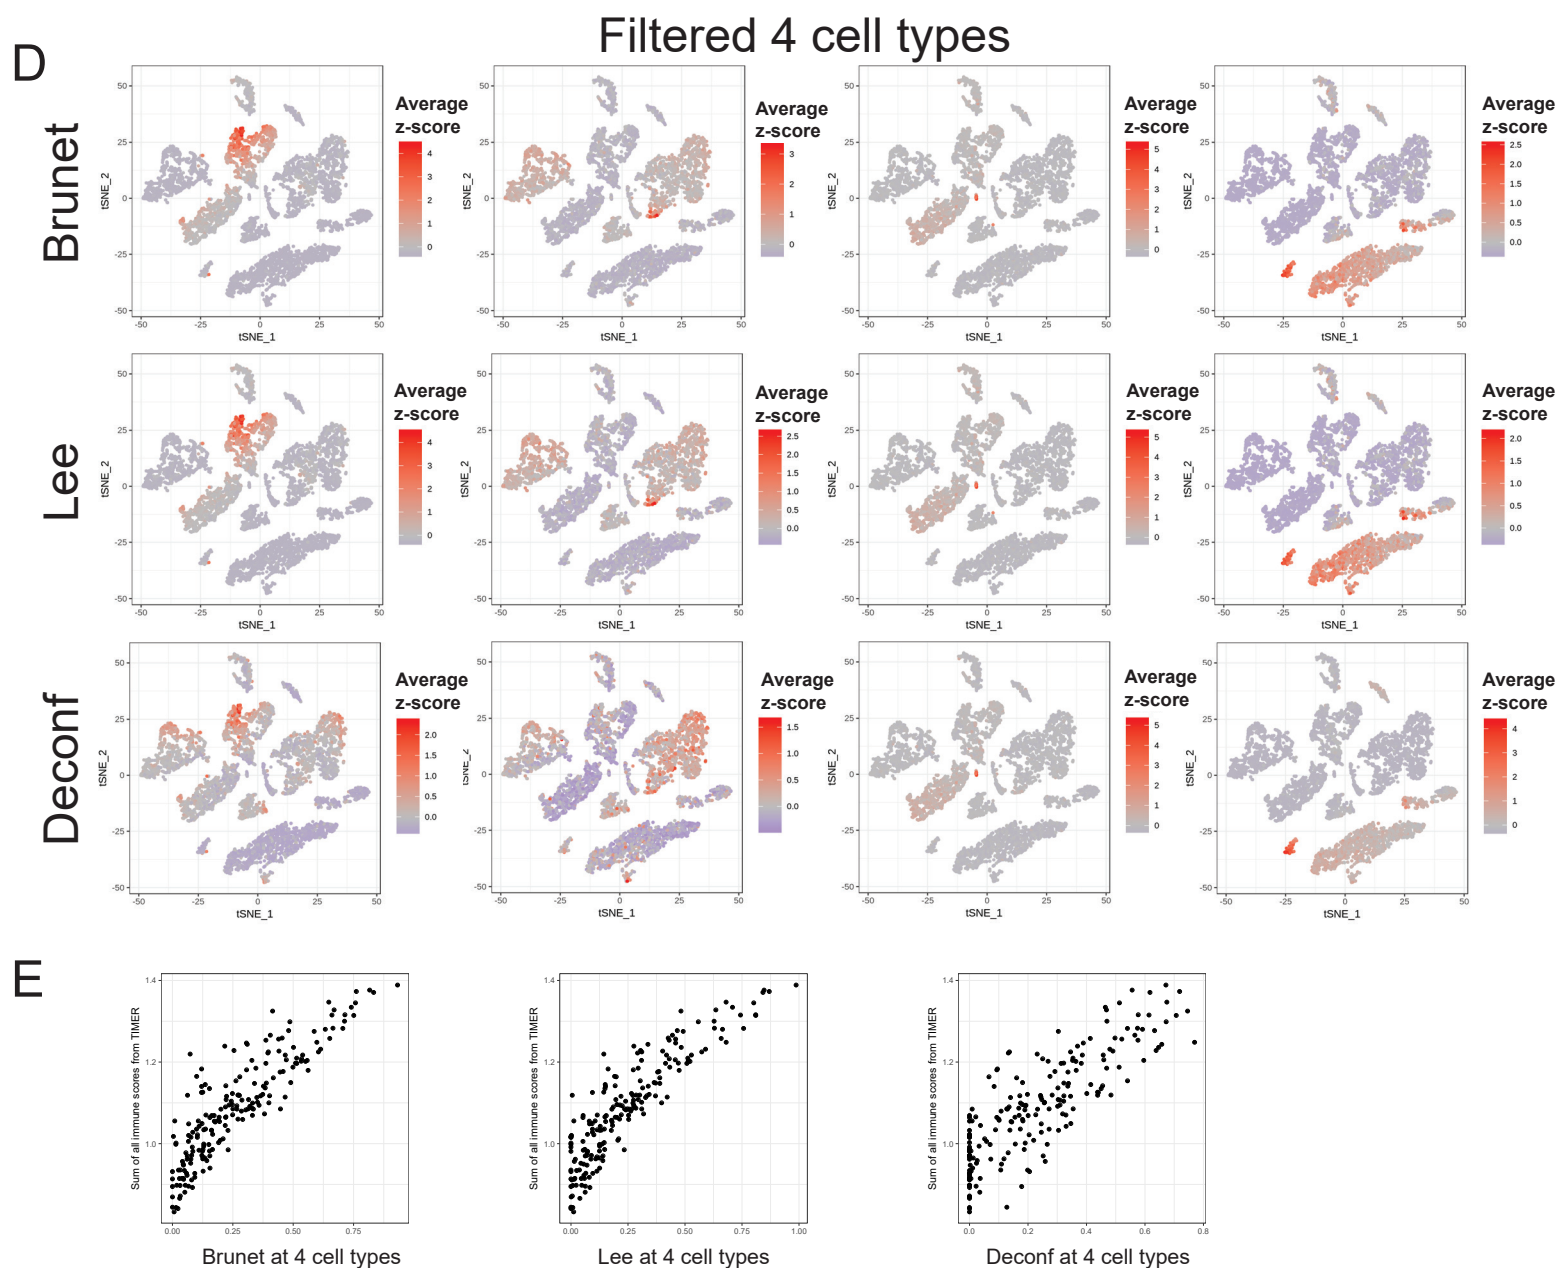

### Supplementary figure 8: application of NMF methods to HNSCC TCGA dataset

We evaluated three different NMF algorithms for their ability to identify immune cell populations in HNSCC datasets: deconf complete deconvolution algorithm and two NMF approaches proposed by Lee et al. and Brunet et al. We run all these methods for both unfiltered and filtered datasets. After deconvolution we took 50 top markers for each gene set based on expression in signature matrix  $W$ . **a.** Public scRNA-seq dataset of HNSCC (Puram et al, 2017) with cell type annotations: clusters of interest are immune cells at the bottom. On panels **(b)** and **(d)** we show how these gene sets enrich publicly available scRNA-seq dataset of HNSCC. **b.** Enrichment plots of signature genes identified by three approaches when unfiltered dataset used as an input. Brunet and Deconf did not identify immune signatures in TNSCC TCG. Lee identified immune signatures (first panel in lee algorithm). **c.** Comparison of TIMER scores and immune proportions predicted by Lee method. **d.** Enrichment plots of signature genes identified by three approaches when filtered dataset used as an input. All three methods identified gene set related to immune signatures (last panel for every algorithm). **e.** Comparison of TIMER scores and immune proportions predicted by all three methods. It is evident that filtering procedure enabled these algorithms to accurate prediction of immune proportions when compared with TIMER scores.

# Supplementary figure 9

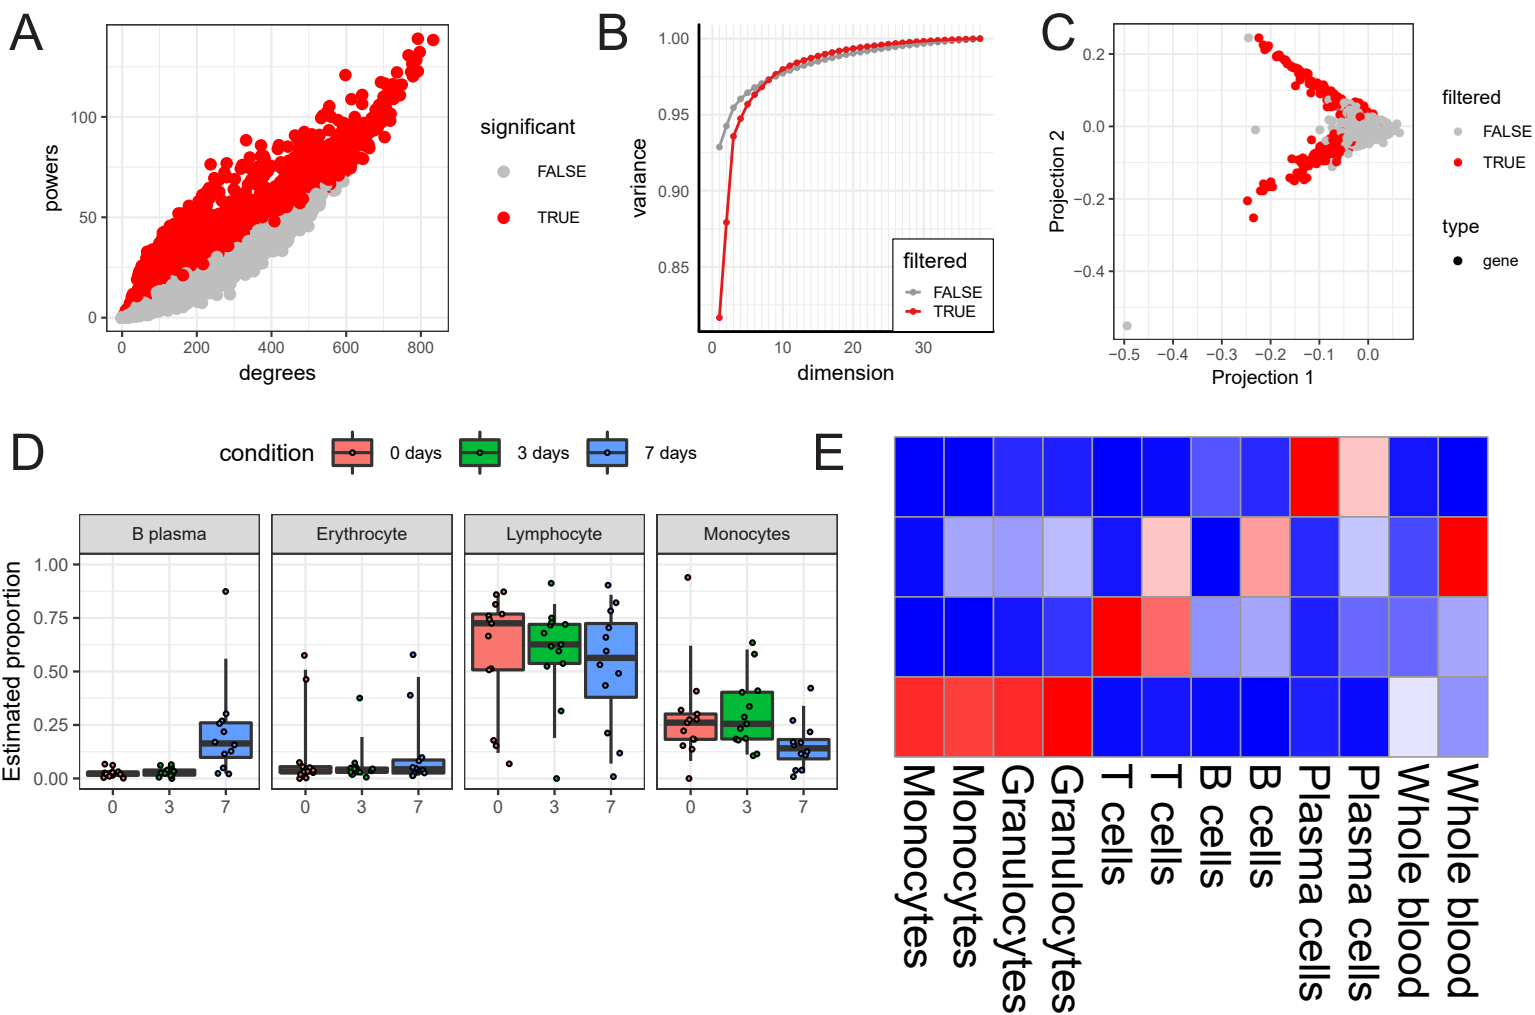

**Supplementary figure 9: the result of Linseed pipeline applied to MCV4 vaccination dataset (GSE52245)**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Variance explained by each dimension of SVD. **c.** Projection shows which genes left after the filtering procedure, 3 components can be easily seen. **d.** Box plots showing predicted proportions for 0, 3 and 7 days post-vaccination. For each boxplot bottom whisker, bottom of the box, middle line, top of the box and top whisker represent 5%, 25%, 50% (median), 75% and 95% quantiles. **e.** Closest 100 genes to each corner were used to generate average expression for GSE45535 to identify cell types in the mixture.

# Supplementary figure 10

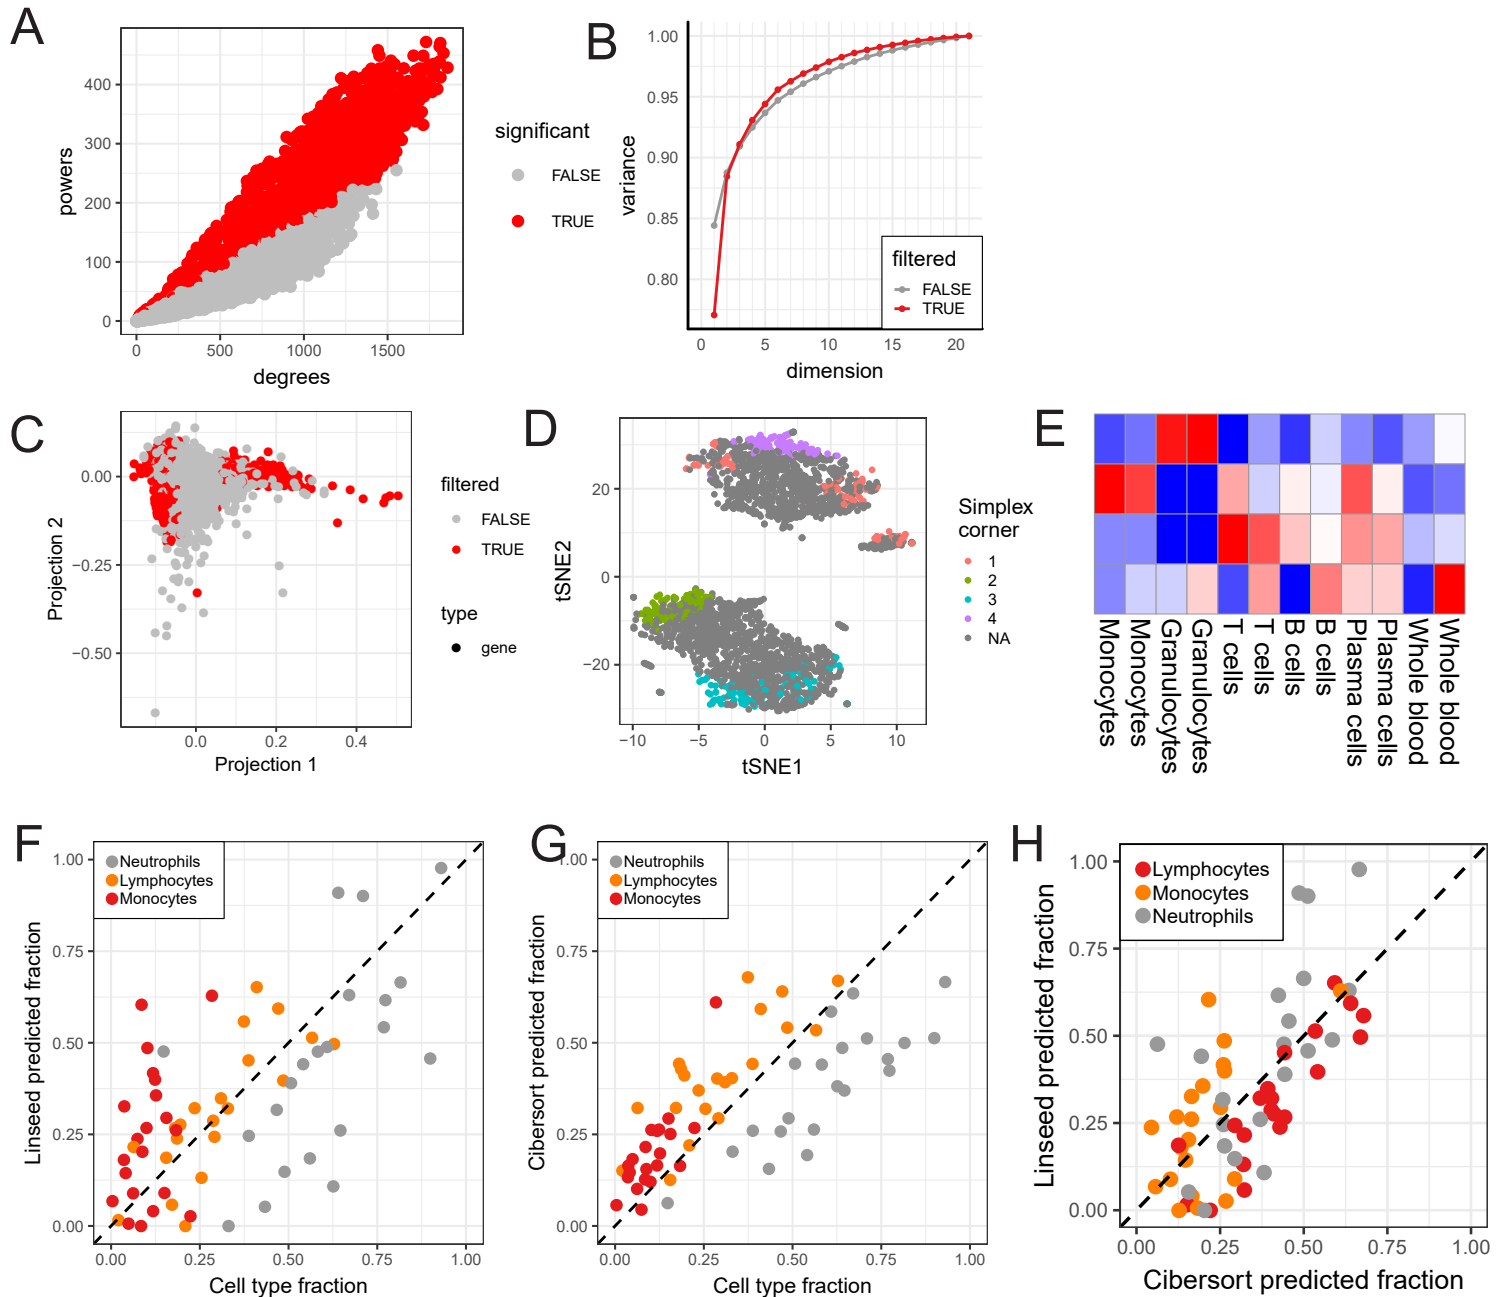

**Supplementary figure 10: the result of Linseed pipeline applied to GSE20300 – whole blood gene expression analysis of stable and acute rejection pediatric kidney transplant patients**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Variance explained by each dimension of SVD. **c.** Projection shows which genes left after filtering procedure, 3 components can be easily seen. **d.** TSNE applied to genes left after. **e.** Closest 100 genes to each corner were used to generate averages expression for GSE45535 to identify cell types in the mixture. **f.** Comparison of LinSeed predicted fraction to actual blood counts. **g.** Comparison of CIBERSORT predicted fractions to actual blood counts. **h.** Comparison of CIBERSORT predicted fractions to LinSeed predicted fractions.

# Supplementary figure 11

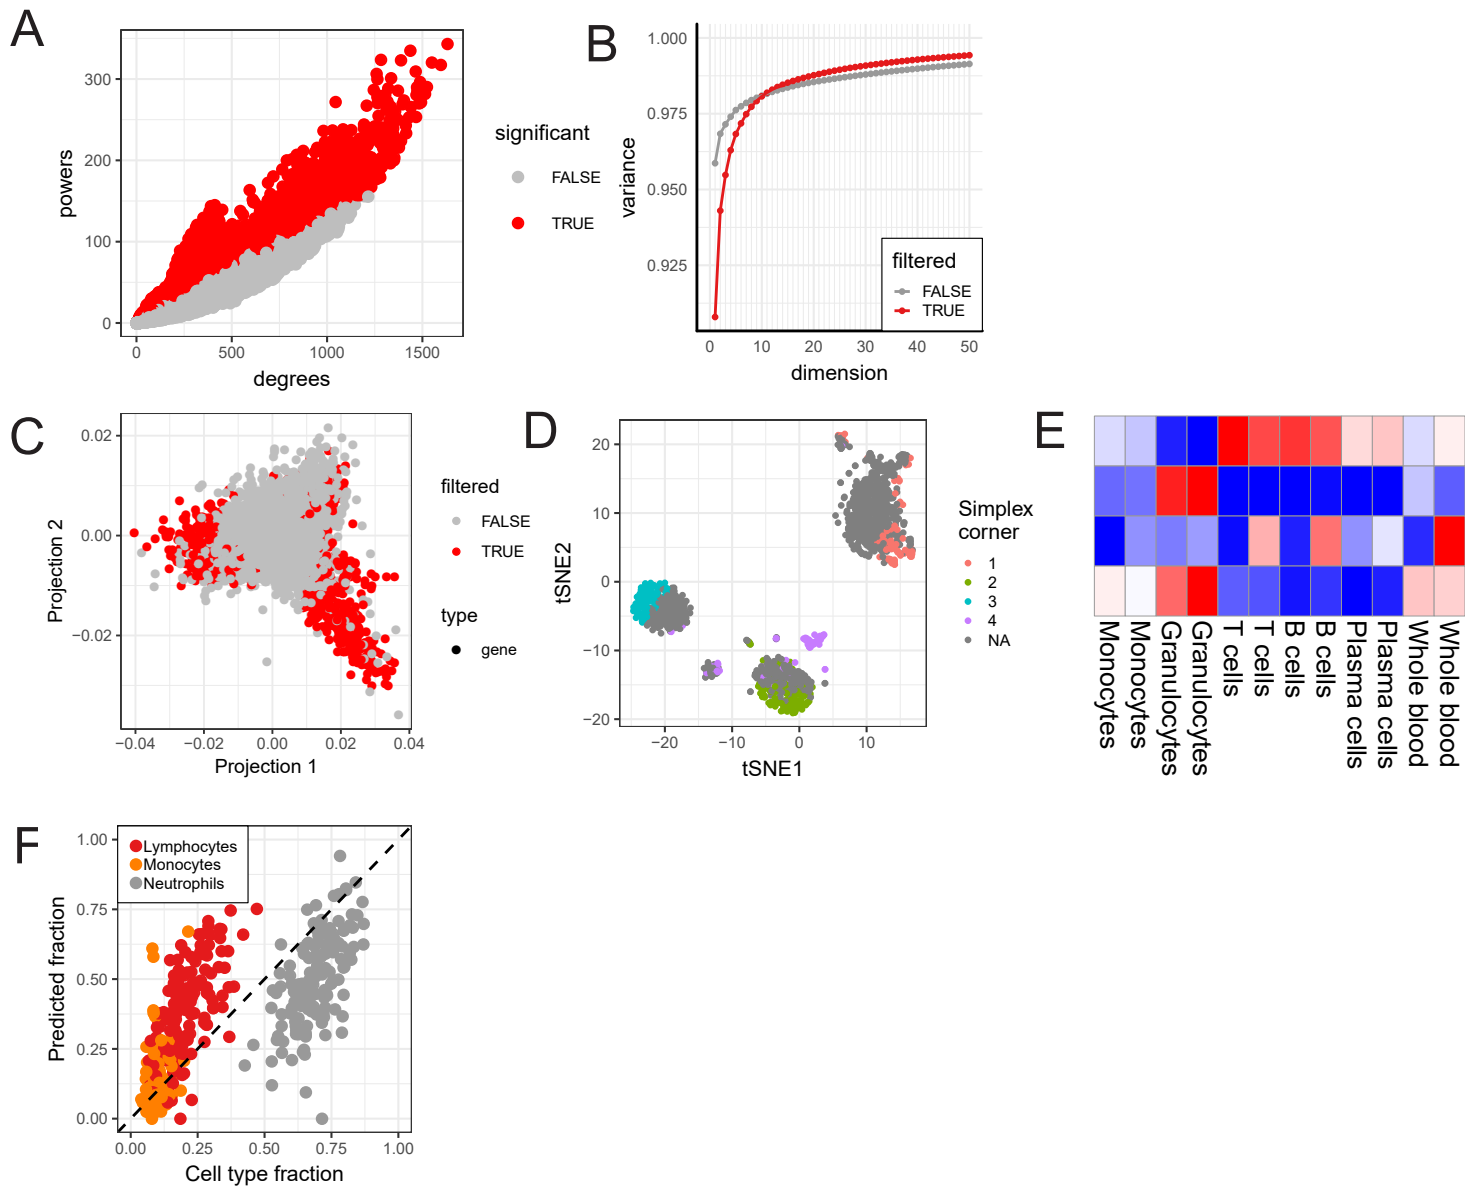

**Supplementary figure 11: the result of Linseed pipeline applied to GSE77343 – whole blood gene expression in chronic heart failures**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Variance explained by each dimension of SVD. **c.** Projection shows which genes left after filtering procedure, 3 components can be easily seen. **d.** TSNE applied to genes left after. **e.** Closest 100 genes to each corner were used to generate averages expression for GSE45535 to identify cell types in the mixture. **f.** Comparison of LinSeed predicted fraction to actual blood counts.

# Supplementary figure 12

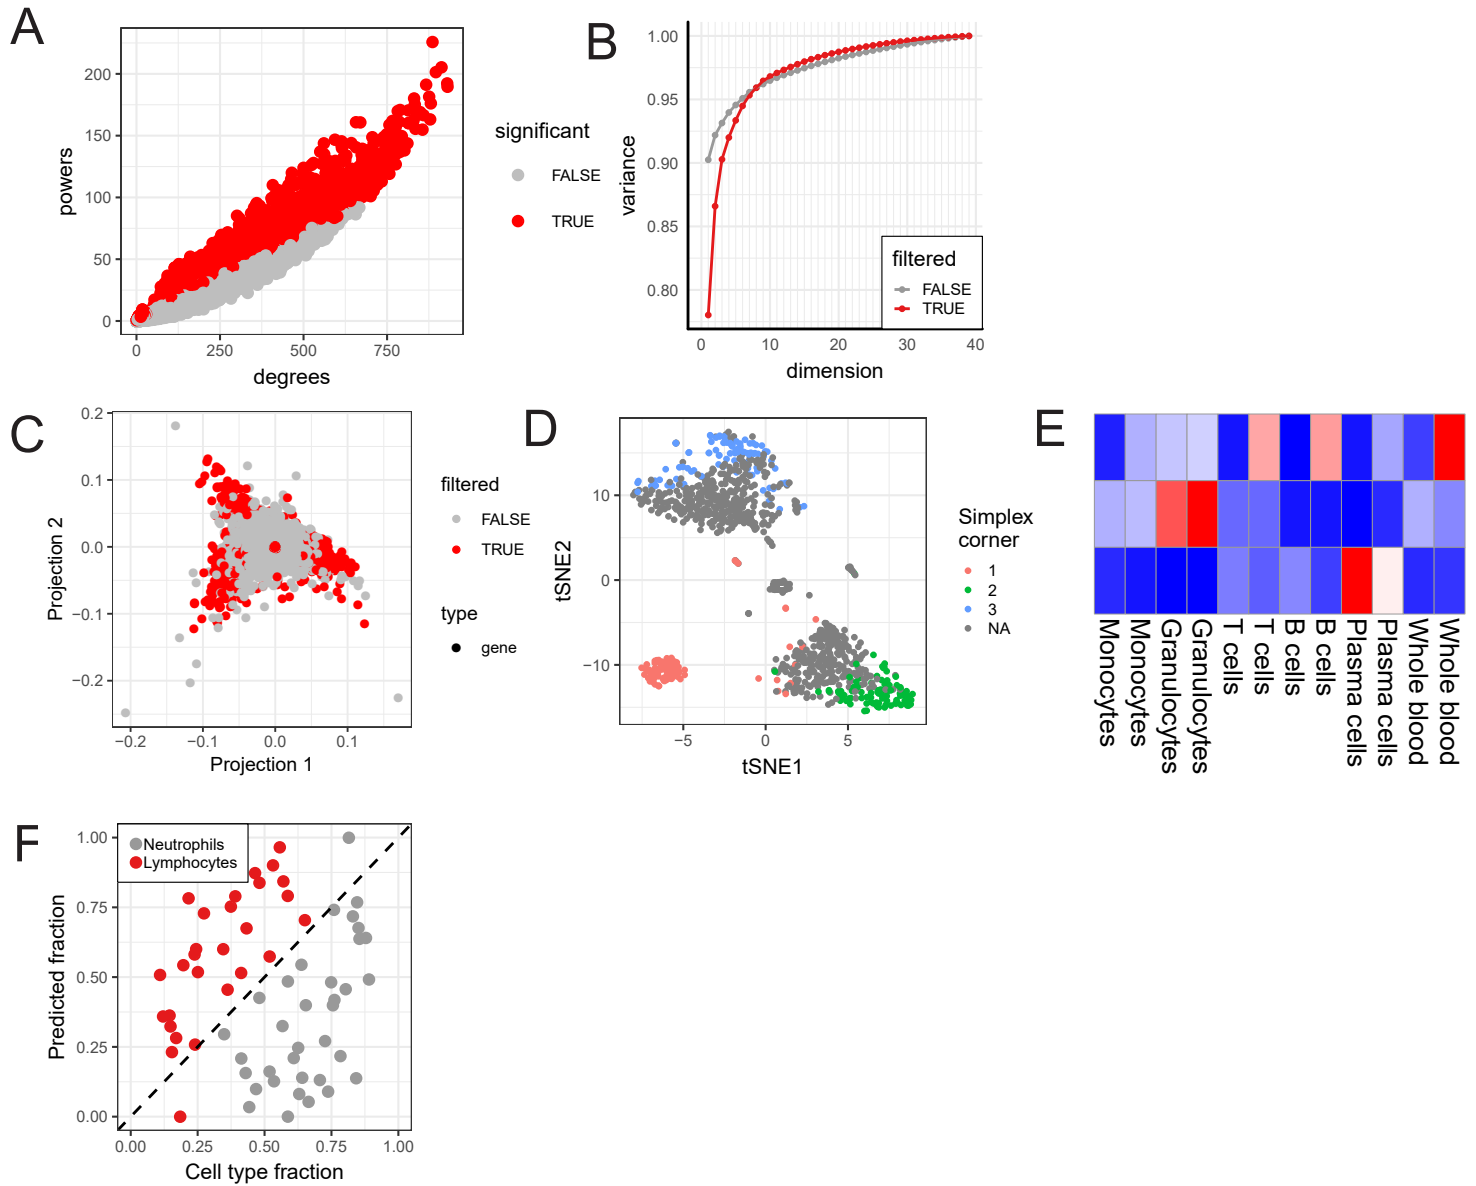

**Supplementary figure 12: the result of Linseed pipeline applied to E-MTAB-6413**

**a.** Illustration of filtering procedure applied to the dataset. **b.** Variance explained by each dimension of SVD. **c.** Projection shows which genes left after the filtering procedure, 3 components can be easily seen. **d.** TSNE applied to genes left after. **e.** Closest 100 genes to each corner were used to generate averages expression for GSE45535 to identify cell types in the mixture. **f.** Comparison of LinSeed predicted fraction to actual blood counts.

# Supplementary figure 13

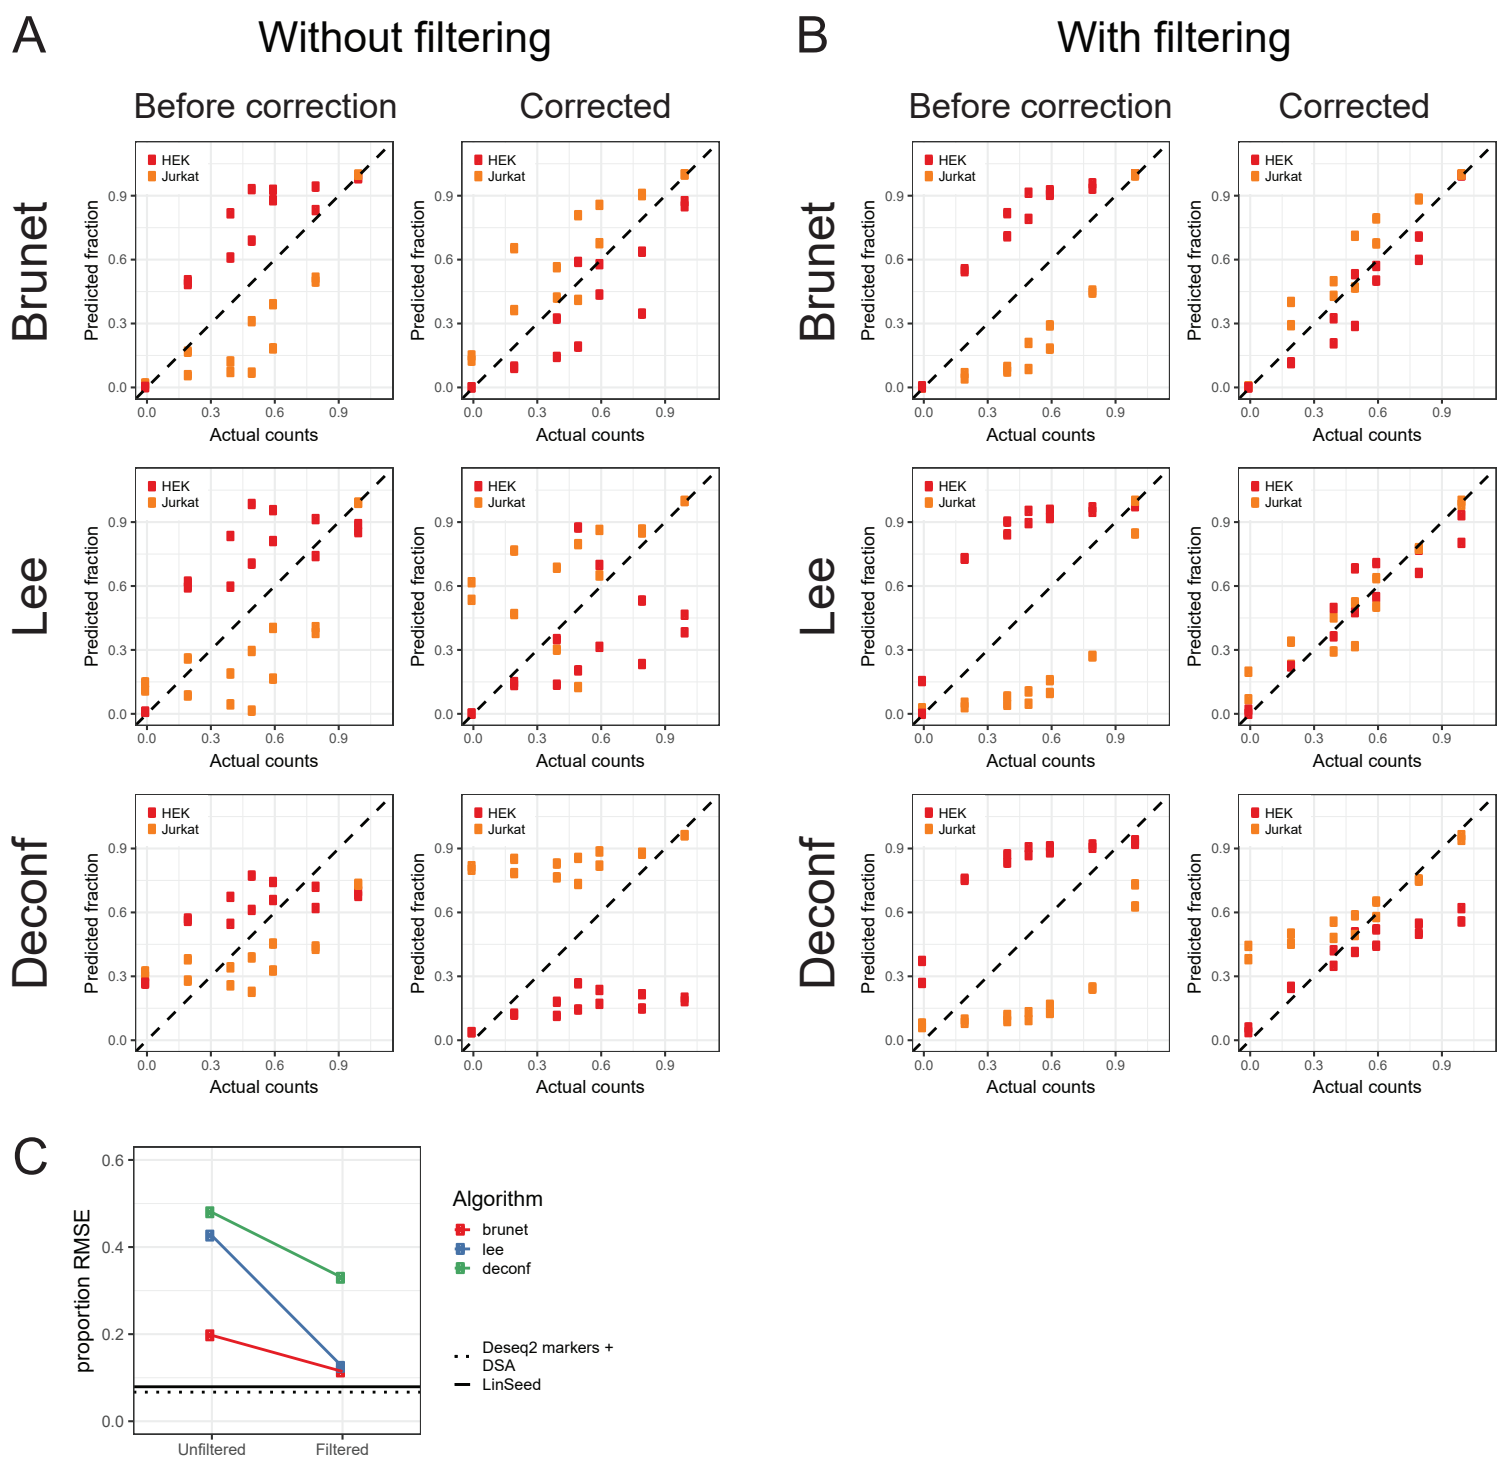

## Supplementary figure 13: application of NMF methods to HEK/Jurkat mixture dataset

We evaluated *deconf* complete deconvolution method and two NMF approached proposed by *Lee et al.* and *Brunet et al.* We applied these methods to the mixtures of HEK and Jurkat cell lines without **(a)** and with **(b)** the filtering procedure. Each panel shows proportions before and after correction for each of the methods. Filtering improves the performance of all methods.

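Before correction, the mean RMSE of the NMF fractions on the HEK and Jurkat mixtures was 0.308 for Brunet, 0.299 for Lee and 0.316 for deconf without the filter. With the filter it was 0.319, 0.337 and 0.400, higher for all 3 algorithms. With a coefficient of 6, the corrected RMSE changed from 0.1105 to 0.0948 for Brunet, from 0.200 to 0.112 for Lee and from 0.201 to 0.164 for deconf on filtering.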

**c.** All algorithms were run 10 times with different initial random seed, points showing mean RMSE of 10 runs. 

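Over 10 seeds, the SD of the corrected RMSE was 0.000824 for Brunet, 0.000166 for Lee and 4.8e-10 for deconf without the filter. With the filter it was 1.93e-05, 0.00247 and 1.28e-09.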

Filtering procedure improves mean RMSE of all methods.

# Supplementary figure 14

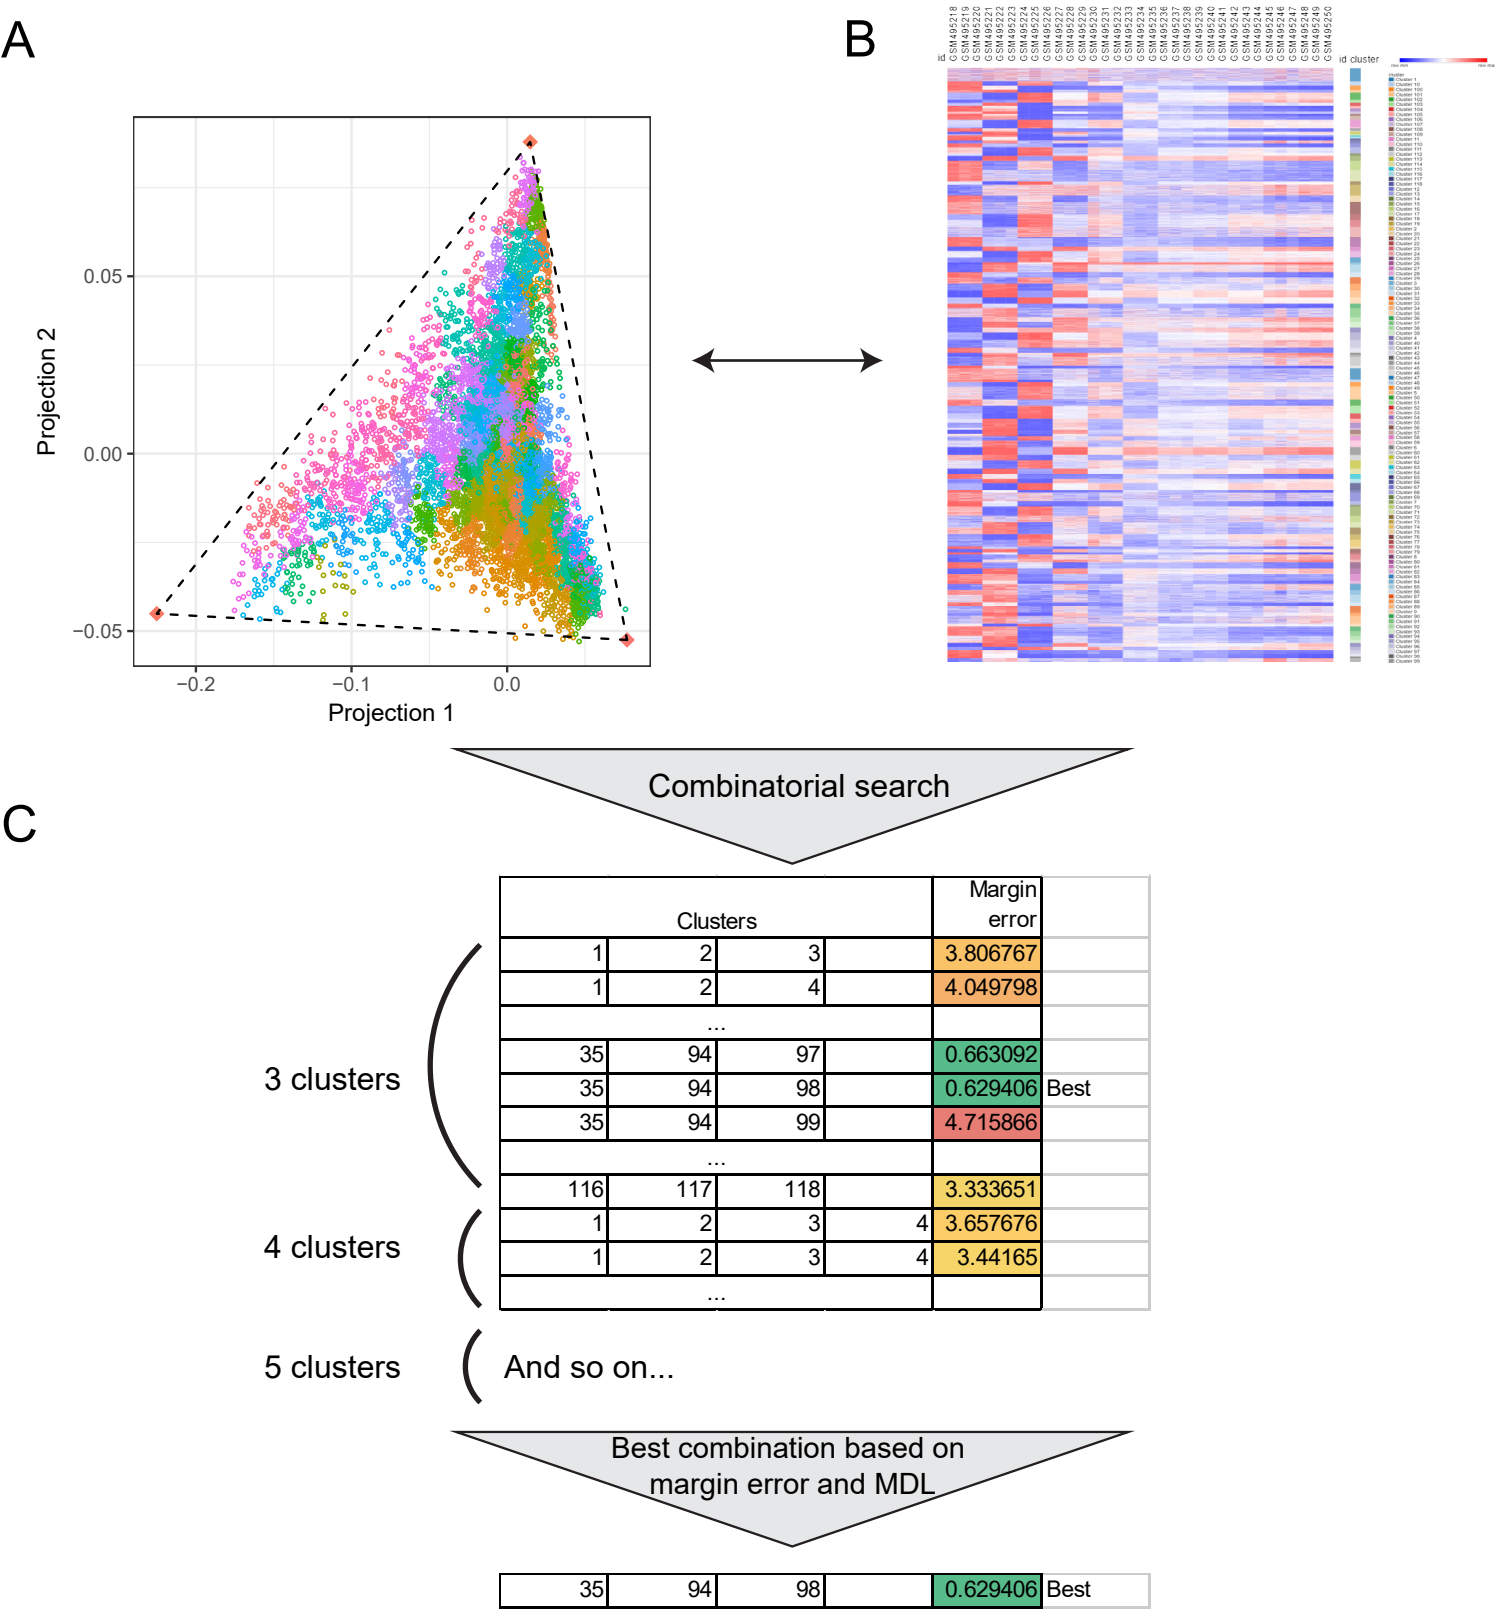

**Supplementary figure 14. An illustration of the approach used by Wang et al Sci Rep (2016).**  
**a.** Whole gene space is clustered using affinity propagation. **b.** This is equivalent to clustering gene expression based on similar expression patterns: heatmap shows expression of gene clusters from **(a)**. **c.** An algorithm implemented in Wang et al then evaluates all combination of the clusters from **(a,b)** for the ability to reconstruct input gene expression matrix (for each set of cluster centroids convex-hull-to-data fitting criterion is evaluated by margin-of-error). Then the best combination is chosen and considered to be deconvolution.

# Supplementary table 1

| Dataset                       | Samples description                                                                                                                                   | Number of samples | Number of genes | Cell type number |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|-----------------|------------------|
| Simulation dataset            | All 40 samples                                                                                                                                        | 40                | 12000           | 3                |
| Simulation dataset with noise | All 40 samples                                                                                                                                        | 40                | 12000           | 3                |
| GSE19830                      | Mixed samples only: from GSM495218 to GSM495250                                                                                                       | 33                | 12000           | 3                |
| GSE11058                      | All samples                                                                                                                                           | 24                | 12000           | 4                |
| GSE27563                      | All samples from training set, and sample GSM682181 removed as an outlier                                                                             | 45                | 12000           | 5                |
| GSE20300                      | Samples GSM508894, GSM508903, GSM508906 removed as outliers                                                                                           | 21                | 12000           | 4                |
| GSE52245                      | MCV4 vaccination, 13 female donors, GSM1261788 was removed as outlier                                                                                 | 38                | 12000           | 4                |
| GSE77343                      | All male samples from the dataset. Samples GSM2049539, GSM2049557, GSM2049467, GSM204959, GSM2049604, GSM2049608, GSM2049652 were considered outliers | 142               |                 | 4                |
| Gambian kids                  | All samples                                                                                                                                           | 39                | 12000           | 3                |
| TCGA dataset                  | All male samples                                                                                                                                      | 415               | 10000           | 4                |
| HEK/Jurkat mixture            | All samples                                                                                                                                           | 14                | 12000           | 2                |

## Supplementary table 1. Arguments and parameters used in the study

Table describes all the parameters that are used in the study. Table also informs about samples that were removed from the datasets prior the analysis.

# Supplementary material for: Complete deconvolution of cellular mixtures based on linearity of transcriptional signatures
**Source:** Nat Commun. 2019 May 17;10:2209. doi: 10.1038/s41467-019-09990-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: 3 gene sets of mutually linear genes from analysis from Fig. 1.

File Name: Supplementary Data 2

Description: Collinearity network of TCGA HNSCC dataset presented in Fig. 2.

How the deposited data were processed for this re-analysis (not part of the article)

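RNA-seq was examined for 14 libraries of HEK-293T and Jurkat cells mixed at 7 percentages of HEK cells, 2 libraries for each. The authors aligned the reads with STAR to GRCh38 and the ERCC sequences and counted them with RSEM. For each library they deposited expected counts, which were not normalized, and TPM, which RSEM scales over genes and spike-ins together. The series table of expected counts repeats the values of the libraries and was not used. Between 74.6% and 86.1% of the expected counts in a library were whole numbers, with counts of 0 included. The others were fractional, since RSEM divides reads that fit several genes. Expected counts were rounded to whole numbers for the tests on counts. Gene symbols and coordinates were taken from GENCODE release 44 for GRCh38 by matching identifiers without their version. Of 58440 genes, 57799 matched, and the others held at most 0.29% of the counts of any library. The annotation used by the authors is not named in the paper's text.

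The libraries differed in depth from 4468822 to 28303668 gene counts, with a median of 13505082. Spike-ins made up from 0.674% to 7.65% of counts, with 95% Wilson intervals computed for each share. A gene at or under 3 counts in every library of a line was treated as at the floor, and folds against it were given as lower bounds. Intervals and floors cover counting error only.

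CPM were computed over genes without spike-ins. For the mutual linearity network, 82 genes of ribosomal proteins were left out and the 12000 genes with the highest mean log2(CPM + 1) were kept. Edge weights were the product of the symmetric coefficient of determination and the Spearman correlation, both above 0. Each gene's summed weight was compared with the mean and variance that shuffling gives, at a p of 0.01. The simplex with 2 corners was solved directly for the SISAL objective, with tau from 2 to the power of -20 up to 2 to the power of 0. Fractions were scaled to sum to 1 over the libraries and corrected by Eq. 18 of the methods with the coefficient measured from the spike-ins of the pure libraries. DSA used 100 markers per line. The R packages for NMF used in the study were not used here, and the algorithms were written anew with at most 2000 iterations and 10 seeds. Spread of the RMSE and of the explained variance was taken from the jackknife over libraries.

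Differential expression between the 2 pure HEK and 2 pure Jurkat libraries was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr) and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0, the tool of the study, was an alternative. Enrichment used fgsea 1.28.0 and fry from limma 3.58.1. Additive mixing was tested over the 10 mixed libraries with edgeR's quasi-likelihood fit. The offset was the expression expected from the pure libraries and the HEK share of RNA, with a lowest expected level of 0.2 CPM. This share came from the DSA marker fractions of each mixed library. The test asked for a log2 difference beyond 1. The function planned for this step, glmTreat, takes no model with an intercept only. Its worst-case form was therefore computed from the same deviances. A first version of this computation had a wrong tail formula. It recovered none of the changed genes in simulated data and called no gene in the mixed libraries. The formula was corrected after both outcomes were seen. Fractions were compared with the mixed percentages by exact sign-flip permutation tests, and correlations were tested by permutation, with 100000 permutations at 10 or more libraries. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and scikit-learn 1.9.0 were used.

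The genes named were set by a rule fixed in advance. They were 20 genes of cell identity, the 5 with the largest log2 fold change in each direction among those past the threshold and with a mean log2(CPM + 1) of at least 5 and no overlap between lines, genes from the 3 closest to each corner, and the 5 furthest above and below additive mixing that went the same way in all 10 mixed libraries. Alternatives covered the normalization, the number of genes, the linearity threshold, the marker choice, the coefficient, the test, the groups of file names and each library left out. Total RNA yield (Fig. 8c) was not analysed here.

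The steps were tested on simulated data. In counts drawn for 2 against 2 libraries with 15166 genes tested, edgeR called 12% of 50 genes changed 2-fold, 80% of those changed 4-fold and 100% of those changed 8-fold or 16-fold, and 3 of its 149 calls were unchanged genes. In the test of additive mixing with 19129 genes, 10% of 50 genes changed 2-fold and 100% of those changed 4-fold or more were called, with 1 unchanged gene among 156 calls. The network called 92.4% of 185 genes made specific to a line among 12000. The simplex gave the HEK share of RNA with an RMSE of 0.00833 and DSA with 0.00634. Their corrected RMSE was 0.0276 and 0.00851. DSA was given the genes made specific to a line as its markers, so its values do not test the choice of markers. The NMF algorithms gave the simulated share almost exactly for 600 genes without noise. On simulated mixtures of 12000 genes with noise, their corrected RMSE was 0.014 for Brunet, 0.143 for Lee and 0.138 for deconf. Of 100 random gene sets, fgsea gave an unadjusted p under 0.05 for 5.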

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

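The tests of explanations in this part were chosen only after the results were seen. The paper takes expression in a mixture to be the sum of its parts. In the 10 mixed libraries, the observed counts of 19129 genes were compared with the sum expected from the pure libraries. The HEK share of RNA in this sum came from the marker fractions of the same mixed libraries. The difference was within 1 on the log2 scale for 96.8% of the genes, and for 99.5% of the 9208 genes with a mean of at least 10 CPM. In the 9173 genes that were not mutually linear, the median absolute log2 fold change between the lines was 0.667. For genes so alike, almost any share gives a nearby sum, so these percentages do not test the shares. At an adjusted p under 0.05 in edgeR's quasi-likelihood fit, 9 genes were above and 5 genes below additive mixing by more than 1 on the log2 scale. Signals of this kind lie outside the genes the paper discusses. Of the 14 genes, 6 deviated in the same direction in all 10 mixed libraries. The number depends on the setting, as given among the alternatives. The formula of the test of additive mixing was corrected after a first, faulty version had called no gene. Expected levels entered this test as fixed values, so its p-values leave out the error of the pure libraries. The standard errors given with it come from the spread over the 10 mixed libraries and leave that error out too.

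The 5 genes below additive mixing were MRPL39, CDC14A, PLGLB2, MAD2L1P1 and ENSG00000279342. MRPL39 (chromosome 21 of GRCh38 from 25585656 to 25607517) had a log2 difference of -2.72 (standard error 0.07, adjusted p = 5.57e-07 from edgeR's quasi-likelihood fit) and was lower in 10 of 10 mixed libraries. It had 134 CPM in the second pure HEK library, against 9.76 CPM in the first, from 7.44 to 10.5 CPM in the mixed libraries and 6.04 and 6.43 CPM in the pure Jurkat libraries. With the second pure HEK library left out, its log2 difference was -0.01. For ENSG00000279342 the log2 difference changed from -2.78 to -0.78 and for MAD2L1P1 from -6.29 to -3.06 without that library. Without the first pure HEK library it changed from -1.85 to -1.20 for CDC14A and from -5.61 to -4.07 for PLGLB2. A candidate explanation is a single pure library far above the other of its line, which raises the expected level in every mixture. Among the 5 genes, 100% had libraries of a pure line that differed more than 2-fold, against 18.3% of all 19129 genes. These genes may therefore reflect single libraries. The differences that stayed without 1 library do not count against this. PLGLB2 and CDC14A had such libraries in both lines, and no fit left out both, while the lowest expected level of 0.2 CPM sets much of what stayed for MAD2L1P1 and PLGLB2. MAD2L1P1 is a pseudogene, and all of the 5 genes but MRPL39 overlap other annotated genes. The design names no condition besides the mixing itself, and no biological explanation was tested.

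Of the 9 genes above additive mixing, ENSG00000280060 alone was higher in 10 of 10 mixed libraries. It lies on chromosome 13 from 43894725 to 43895182 and had a log2 difference of 4.07 (standard error 0.33, adjusted p = 5.56e-06 from edgeR's quasi-likelihood fit). It had 0 CPM in both pure HEK libraries, 0.770 and 1.10 CPM in the pure Jurkat libraries and from 0.556 to 9.91 CPM in the mixed libraries. The others were named after their values were seen. MIR1244-1, MIR1244-2, MIR1244-3 and MIR1244-4 held the same counts in every library, so they are 1 measurement, which was above in 8 of 10 mixed libraries. HNRNPA1P10 was above in 6 libraries, SGO1-AS1 in 7, ENSG00000269711 in 8 and ENSG00000250349 in 6. Reads shared with near-identical copies were weighed as an explanation. With the MIR1244 copies counted once, 33.3% of 6 measurements were pseudogenes or held the counts of another gene, against 9.80% of all genes tested. With 6 measurements this explanation and others cannot be told apart. The mean expected level was at most 0.466 CPM in 5 of the 6 measurements and 2.57 CPM in ENSG00000269711, which had 6.23 CPM in the second pure HEK library. A change of expression in one line in the presence of the other was not tested.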

How the results depend on the processing

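The alternatives were set before the data were examined, except for 2 coefficients chosen by their RMSE and DESeq2 with Bonferroni correction, which were chosen after seeing the data. The cause of a change was not tested unless stated.

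Scaling by spike-in totals gave 7531 mutually linear genes and the 8000 most highly expressed genes gave 1712, the latter from fewer genes tested. The other alternatives gave from 2238 to 2966. For 2 singular vectors after the filter, the explained variance was 96.7% with DESeq2 size factors, 99.0% in the 10 mixed libraries only and 99.3% without row normalization. Without the filter it was 89.1% with TPM, 95.5% with spike-in scaling, 93.96% in the 10 mixed libraries only and 96.0% without row normalization. Leaving out 1 library moved none of these beyond its spread.

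The uncorrected simplex RMSE stayed between 0.3001 and 0.342 under all alternatives that gave a value, and spike-in scaling gave no pair of corners and no value. The corrected simplex RMSE was 0.143 in the 10 mixed libraries only, taken over those 10, and 0.113 without the linearity filter. Without 1 library it was from 0.0581 to 0.0920. Its smallest value over coefficients was 0.0539, at 7.51. With spike-in scaling, the marker RMSE was 0.206 before and 0.455 after correction. Counts scaled so already carry the RNA content, so the second value corrects for it again. The corrected marker RMSE was from 0.0286 to 0.126 when 1 library was left out, the lowest without the first pure HEK library and the highest without the second. Its smallest value over coefficients was 0.0311, at 5.97. Straight lines through 14 or 10 libraries gave levels below 0 at 0% HEK cells (-1.54 and -2.50 gene counts per ERCC count, against 104 and 92.6 at 100%), so they gave no coefficient. The coefficient itself was from 7.98 to 12.1 when 1 pure library was left out. The Pearson correlation of spike-in scaled mRNA with HEK percentage was 0.820 in the smaller group of file names, no longer past the threshold with 6 libraries, while Spearman's rho there was 0.853 (exact permutation p = 0.0444).

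For NMF the spread was that between seeds, which is small, so every alternative that gave a value moved the RMSE. With the coefficient 6 it was 0.1105 for Brunet, 0.200 for Lee and 0.201 for deconf unfiltered, and 0.0948, 0.112 and 0.164 filtered. Without correction it was 0.308, 0.299 and 0.316 unfiltered and 0.319, 0.337 and 0.400 filtered. With TPM it was 0.231, 0.355 and 0.337 unfiltered and 0.0562, 0.174 and 0.171 filtered. With only the proportions scaled to 1, it was 0.178 for Brunet and 0.318 for Lee unfiltered and 0.136 and 0.165 filtered. deconf already scales them so, and that alternative gave no separate value for it.

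Spike-in scaling gave 14616 genes higher in HEK and 509 higher in Jurkat cells (96.6% against 3825 and 3002 genes, 56.0%). Bonferroni correction gave 22 and 43 genes, and DESeq2 with Bonferroni correction 884 and 902. Leaving out a pure library leaves 1 library in a line, so no calls were made. With 50 genes per corner, 50 of 50 were higher in their line and past the threshold at each corner, and with 200 genes per corner 200 of 200 were, since the sets differ in size. Enrichment of corner genes kept its direction and stayed past the threshold in the 10 mixed libraries only and with fry.

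Genes above and below additive mixing numbered 44 and 23 for a log2 difference of 0.59, and 16 and 6 with the RNA share from the mixed percentages. There were 9 and 1 in the larger group of file names, 5 and 1 in the smaller, and 1 and 1 with a mean of at least 10 CPM, where fewer genes were tested. limma called 0 above and 8 below. At an unadjusted p under 0.05 it gave 8 above and 38 below.

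Of the named genes, PLGLB2 changed direction between the lines, from -1.34 to 2.38 with spike-in scaling, and it ranged from -7.40 without the first pure HEK library to 6.36 without the first pure Jurkat library. ENSG00000279342 changed from 1.51 to -0.81 without the second pure HEK library and was highest, at 2.34, without the first. Neither passed the threshold with TMM. In the fits that left out 1 library, 54 other values of the genes chosen by the rule moved by more than the standard error. With DESeq2, 37 of these genes kept the direction and the side of the threshold of their log2 fold change, and with spike-in scaling 33 did, whatever the size of the change. With spike-in scaling, ENSG00000279342, MRPL39, CDC14A and PLGLB2 passed the threshold that they had not passed with TMM. That scaling shifts the median of all genes by 3.54. These calls and the changed direction of PLGLB2 with it therefore carry this shift and say nothing of these genes relative to others. No paired analysis was possible because every library has its own mixture number and the conditions share none. The pure Jurkat libraries had the fewest counts, 4468822 and 6204316, which limits the lower bounds of folds towards HEK cells.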

Differences from the paper's values

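The paper states an mRNA content ratio of HEK to Jurkat cells of approximately 6, and the ratio measured from the spike-ins of the pure libraries was 10.0. Of the alternatives set before the data were examined, leaving out the first pure HEK library gave 7.98, less than 1.5 times the paper's value. The median over spike-ins (9.82), the sum without the most abundant spike-in (9.49), the geometric mean (9.82) and leaving out mitochondrial and ribosomal protein genes (9.34) did not close the gap. Neither did leaving out the second pure HEK library (12.1) or either Jurkat library (9.93 and 10.1). Estimates made without spike-ins, which were chosen after seeing the values, came to 6.05 from the marker fractions of the mixed libraries and to 5.97 for the smallest RMSE of the corrected marker fractions. For the simplex fractions these were 7.34 and 7.51. The ratios of gene counts to ERCC counts behind the coefficient were within 1.5 times of the paper's bars, which are at about 150 and about 100 for pure HEK and at about 13 for pure Jurkat in Fig. 8h, read by eye. Here they were 147 and 97.3 in pure HEK and 12.1 and 12.3 in pure Jurkat libraries. The difference is thus from the ratio stated in the paper's text.

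The corrected RMSE of unfiltered Brunet NMF was 0.115, against the paper's value of about 0.2 in Supplementary Fig. 13c, read by eye. It was 0.178 with only the proportions scaled to 1 and 0.231 with TPM, both within 1.5 times of the paper's value, and neither the coefficient 6 (0.1105) nor uncorrected fractions (0.308) closed the gap. For filtered Brunet NMF it was 0.0702, against the paper's about 0.11 in Supplementary Fig. 13c, read by eye. The coefficient 6 (0.0948) and proportions scaled to 1 (0.136) closed the gap, and TPM (0.0562) and uncorrected fractions (0.319) did not. For unfiltered Lee NMF it was 0.254, against the paper's about 0.43 in Supplementary Fig. 13c, read by eye. Uncorrected fractions (0.299), proportions scaled to 1 (0.318) and TPM (0.355) were within 1.5 times of it, and the coefficient 6 (0.200) was not. For deconf it was 0.237 unfiltered and 0.104 filtered, against the paper's about 0.48 and about 0.33 in Supplementary Fig. 13c, read by eye. TPM closed the gap for the unfiltered genes (0.337) and uncorrected fractions for the filtered genes (0.400). The coefficient 6 (0.201 and 0.164), uncorrected fractions for the unfiltered genes (0.316) and TPM for the filtered genes (0.171) did not.

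Supplementary Fig. 13c places LinSeed and DSA below every NMF value and DSA slightly below LinSeed. Here the corrected simplex RMSE was 0.0728, above the 0.0702 of filtered Brunet NMF, and the corrected marker RMSE was 0.101, above the simplex value and above filtered Lee NMF (0.0899). With markers ranked by log2 fold change, an alternative set before the data were examined, the corrected marker RMSE was 0.0522, below the simplex value. With the coefficient 6, the order was that of the figure, with 0.0311 for DSA, 0.0658 for the simplex and at least 0.0948 for NMF.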

Other observations

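All tests of explanations in this part were chosen only after the results were seen. The 2 libraries of one condition differed in gene counts per ERCC count. The larger value exceeded the smaller 1.02-fold in pure Jurkat, 1.51-fold in pure HEK, 1.31-fold at 40%, 1.61-fold at 20%, 1.75-fold at 50%, 1.87-fold at 60% and 2.65-fold at 80% HEK cells. Counting error of the spike-ins is argued against, since the 95% Wilson intervals of the spike-in share overlapped in 0 of 7 conditions. A different share of HEK cells in the 2 libraries is argued against as the whole cause, since the ratio expected from the marker fractions reached the measured ratio in 0 of the 5 mixed conditions. At 80% HEK cells the expected ratio was 0.980 against 2.65 measured. The amount of spike-in put into each sample and losses of mRNA during capture, which came before the spike-ins, remain open and were not tested. No biological explanation was tested.

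A coefficient can also be had without spike-ins, from the odds of HEK to Jurkat RNA in the marker fractions divided by the odds of the mixed cells. Its geometric mean over the 10 mixed libraries was 6.05, with a range from 5.03 to 7.35. The simplex fractions gave 7.34, from 5.08 to 11.8. The spike-ins of the pure libraries gave 10.0. The 5 other marker sets and scales gave at most 7.60. This is a log2 difference of 0.40 from the spike-in coefficient, less than the standard error, so the choice of markers and the spread of the spike-in ratios cannot be told apart with these libraries. The log2 difference between the main marker and spike-in coefficients was 0.73, which is 1.3 times its standard error of 0.56 from the pooled SD between libraries of a condition. The difference is therefore consistent with the spread of spike-in ratios between libraries, and with 2 libraries per line no finer statement is possible. A real difference in RNA per cell between pure and mixed cultures stays open as untested.

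The sum of the simplex fractions in a library, fitted to 1, ranged from 0.770 to 1.31, while that of the marker fractions ranged from 0.885 to 1.07. Over the 14 libraries the simplex sum rose with the loading on the third singular vector of the unfiltered matrix, with Pearson r = 0.893 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 4.0e-05) and Spearman rho = 0.895 (permutation p = 7.0e-05). Without the 2 libraries farthest from the median loading r was 0.820, and within the groups of file names it was 0.846 over 8 and 0.972 over 6 libraries. This relation was 1 of 4 computed, all chosen after seeing the data, and both measures come from the same expression values. The other 3 related the third vector or the simplex sum to the share of ribosomal protein genes (r = 0.409 and 0.493) and the third vector to the count-weighted transcript length (r = -0.516), and none had an adjusted p under 0.05. In the same order, r was 0.224, 0.158 and -0.271 within the group of 8 libraries and 0.922, 0.984 and -0.982 within the group of 6, so these relations differed in size between the groups, which was not tested. Without the 2 libraries farthest from the median they were 0.619, 0.488 and -0.734. No explanation was tested for this relation.

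Across the 12000 genes, the SD of the log2 ratio between the 2 libraries of a condition was 0.45 in pure HEK, 0.39 at 80%, 0.37 at 60%, 0.74 at 50%, 0.65 at 40%, 0.42 at 20% HEK cells and 0.62 in pure Jurkat. With every library thinned to 4468728 counts, these SDs were 0.48, 0.44, 0.41, 0.77, 0.68, 0.46 and 0.63 in the same order. The genes are not independent replicates, and each value describes 2 libraries.

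Mutually linear genes were more often different between the pure lines. Of the 2827 mutually linear genes, 66.9% passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, against 34.3% of the other 9173 genes. The pure libraries entered both the network and the test, so the shares are not independent.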
